# Initiation and amplification of SnRK2 activation in abscisic acid signaling

**DOI:** 10.1038/s41467-021-22812-x

**Published:** 2021-04-28

**Authors:** Zhen Lin, Yuan Li, Yubei Wang, Xiaolei Liu, Liang Ma, Zhengjing Zhang, Chen Mu, Yan Zhang, Li Peng, Shaojun Xie, Chun-Peng Song, Huazhong Shi, Jian-Kang Zhu, Pengcheng Wang

**Keywords:** Plant hormones, Plant signalling, Abiotic

## Abstract

The phytohormone abscisic acid (ABA) is crucial for plant responses to environmental challenges. The SNF1-regulated protein kinase 2s (SnRK2s) are key components in ABA-receptor coupled core signaling, and are rapidly phosphorylated and activated by ABA. Recent studies have suggested that Raf-like protein kinases (RAFs) participate in ABA-triggered SnRK2 activation. In vitro kinase assays also suggest the existence of autophosphorylation of SnRK2s. Thus, how SnRK2 kinases are quickly activated during ABA signaling still needs to be clarified. Here, we show that both B2 and B3 RAFs directly phosphorylate SnRK2.6 in the kinase activation loop. This transphosphorylation by RAFs is essential for SnRK2 activation. The activated SnRK2s then intermolecularly trans-phosphorylate other SnRK2s that are not yet activated to amplify the response. High-order *Arabidopsis* mutants lacking multiple B2 and B3 *RAFs* show ABA hyposensitivity. Our findings reveal a unique initiation and amplification mechanism of SnRK2 activation in ABA signaling in higher plants.

## Abstract (web summary)

SnRK2 kinase activity is rapidly activated in response to ABA. Here the authors show that initial activation of SnRK2s is achieved by B2 and B3 RAF kinase-mediated phosphorylation of the activation loop and that transphosphorylation between SnRK2s then amplifies the response.

## Introduction

Environmental challenges like drought, cold, and high salinity induce the accumulation of abscisic acid (ABA), a major stress phytohormone that triggers multiple stress responses in plants^1–6^. ABA controls stomatal closure, seed dormancy and germination, senescence, growth, and development^1–3,7^. The ABA receptor-coupled core signaling pathway has been uncovered^8–10^ and consists of three key components: the ABA receptors, the PYRABACTIN RESISTANCE (PYR)/PYR-LIKE (PYL)/REGULATORY COMPONENTS OF ABA RECEPTORS (RCAR) family proteins; the negative regulator clade A type 2 C protein phosphatases (PP2Cs); and the positive regulator SNF1-related protein kinase 2 s (SnRK2s).

Phosphorylation and dephosphorylation determines the activation of SnRK2s and therefore ABA signaling. In the model plant *Arabidopsis thaliana*, there are ten members of the SnRK2 protein kinase family. Three of them, SnRK2.2, SnRK2.3, and SnRK2.6, are quickly activated within minutes after application of exogenous ABA, while all SnRK2s except SnRK2.9 are activated by osmotic stresses^11–14^. *SnRK2.6*, also known as *OPEN STOMATA 1* (*OST1)*, is mainly expressed in guard cells, while *SnRK2.2* and *SnRK2.3* are universally expressed^15,16^. The *ost1/snrk2.6* mutant shows constitutive stomatal opening and is thus hypersensitive to water deficit^15^. The *snrk2.2/2.3/2.6* triple (*snrk2-triple*) mutant is resistant to ABA and germinates and grows normally at very high concentrations of ABA^13,14^. At least two phosphosites, Ser171 and Ser175, which are located in the activation loop of SnRK2.6, are required for SnRK2.6 activation upon ABA treatment^17,18^. Other phosphosites like the N-terminal Ser7 and Ser29 may also contribute to the activation of SnRK2.6^19,20^. The clade A PP2C phosphatases are the negative regulators of SnRK2s^8–10,21–23^. Under normal growth conditions, PP2Cs inhibit SnRK2.6 by directly binding to and dephosphorylating the Ser175 in the activation loop of SnRK2.6 and block the ABA signaling^20–22^.

ABA binds to PYR/PYL/RCARs, and then the ABA-receptor complex inhibits the activity of PP2C phosphatases, resulting in the release of SnRK2s from PP2C-mediated inhibition^9,10,20,24,25^. Using recombinant SnRK2.6 purified from *E. coli*, Ng et al. (2011) reported that the phosphorylation and activation of SnRK2.6 mainly depends on its autophosphorylation activity^26^. However, whether SnRK2s are auto-activatable in vivo is still debatable since recombinant SnRK2.6 purified from *E. coli* is already highly phosphorylated and active. Most recently, several studies suggested that dephosphorylated SnRK2.6 and SnRK2.4 have no self-activation activity, and that transphosphorylation of SnRK2s by Raf-like protein kinases (RAFs) is required for SnRK2 activation^27–30^. B2/B3 and B4 RAFs are also called Osmotic stress-activated protein Kinase-100 kDa (OK^100^) and Osmotic stress-activated protein Kinase-130 kDa (OK^130^), respectively, because of their rapid activation by osmotic stress and their molecular weights observed from in-gel kinase assays^27^. The B4 subgroup RAFs (OK^130^) interact with and phosphorylate ABA-independent SnRK2s^27^. In a null mutant of B4 subgroup *RAFs*, *OK*^*130*^*-null(raf16/raf40/raf24/raf18/ raf20/raf35/raf42)*, or *raf18/raf20/raf24*, the osmotic stress-induced activation of ABA-independent SnRK2s is completely abolished^27,31^. Interestingly, the B3 and B2 RAFs (OK^100^) phosphorylate SnRK2.2, SnRK2.3, and SnRK2.6 in vitro^27,28,30,32^. The high-order mutant *OK-quatdec*, containing mutations in four B2, three B3, and seven B4 *RAF*s, shows weak ABA insensitivity in seed germination and root growth^27^. A triple mutant of B3 *RAF* kinases, *m3kδ1/δ6/δ7* (*raf5/raf4/raf3*), is slightly insensitive to ABA and is impaired in ABA-mediated SnRK2 activation^28^. However, compared to the complete abolishment of ABA responses in *snrk2-triple*, *pyr1pyl1pyl2pyl4pyl5pyl8* (*pyl112458*), or *pyl-duodecuple* (*pyr1pyl1pyl2pyl3pyl4pyl5pyl7pyl8py9pyl10pyl11pyl12, pyl-duodec*) mutants^13,14,33,34^, the ABA-insensitivity is much weaker in *m3kδ1/δ6/δ7* or *OK-quatdec* mutants^27,28^. Thus, the role of RAFs in ABA signaling still needs further investigation.

Here, we show that the B2 and B3 subgroup RAFs phosphorylate Ser171 and Ser175 in SnRK2.6 with different specificity and that transphosphorylation is essential for initiating SnRK2.6 phosphorylation and activation. After phosphorylation by RAFs, the activated SnRK2.6 can quickly autophosphorylate (intermolecularly) and activate more SnRK2 proteins. We also generate a series of high-order mutants carrying null mutations in the B2, B3, or both B2 and B3 subgroup *RAFs*. From phenotypic assays of these high-order mutants, we find that both B2 and B3 subgroup RAFs are essential for ABA signaling. ABA-induced activation of SnRK2.2/2.3/2.6 and ABA-induced gene expression are strongly impaired in *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants lacking 8 and 9 members, respectively, of the B2 and B3 subgroups. *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* also exhibit ABA hyposensitivity and can germinate and grow under extremely high ABA concentrations. We find that ABA does not activate B2 and B3 RAFs; instead, the basal level of RAF kinase activity is essential for SnRK2 activation and initiation of ABA signaling. Our results reveal a crucial RAF-SnRK2 cascade in ABA receptor-coupled core signaling and unique activation machinery for initiating and amplifying stress signaling in higher plants.

## Results

### SnRK2.6 activation requires transphosphorylation by B2 and B3 RAFs in vitro

Recent studies suggested that several B3 RAFs (RAF3-6) and one B2 RAF (RAF10) can phosphorylate and activate dephosphorylated SnRK2.6 in vitro^27,28,30,32^. In vitro kinase assays and subsequent mass spectrometry revealed that Ser171 and Ser175 of SnRK2.6 might be the major sites for phosphorylation by B2 and B3 subgroup RAFs^27^. To further dissect the role of B2 and B3 RAFs in SnRK2 activation, we first tested the ability and specificity of the recombinant kinase domains (KDs) of B2 and B3 subgroup RAFs in SnRK2.6 phosphorylation. Out of 12 tested B2/B3 RAFs, KDs of 10 RAFs, RAF1-7, and RAF10-12, strongly phosphorylated SnRK2.6^KR^, a kinase-dead form of SnRK2.6 (Fig. 1a). The recombinant KDs of RAF8 and RAF9 had no detectable kinase activity (Supplementary Fig. 1a). The KDs of B2 and B3 RAFs showed distinct specificity for Ser171 and Ser175 of SnRK2.6 in the in vitro assay: the B2 RAFs, RAF7 and RAF10-12, targeted Ser171, while the B3 RAFs, RAF1-6, preferred Ser175 (Fig. 1a).

**Fig. 1:**
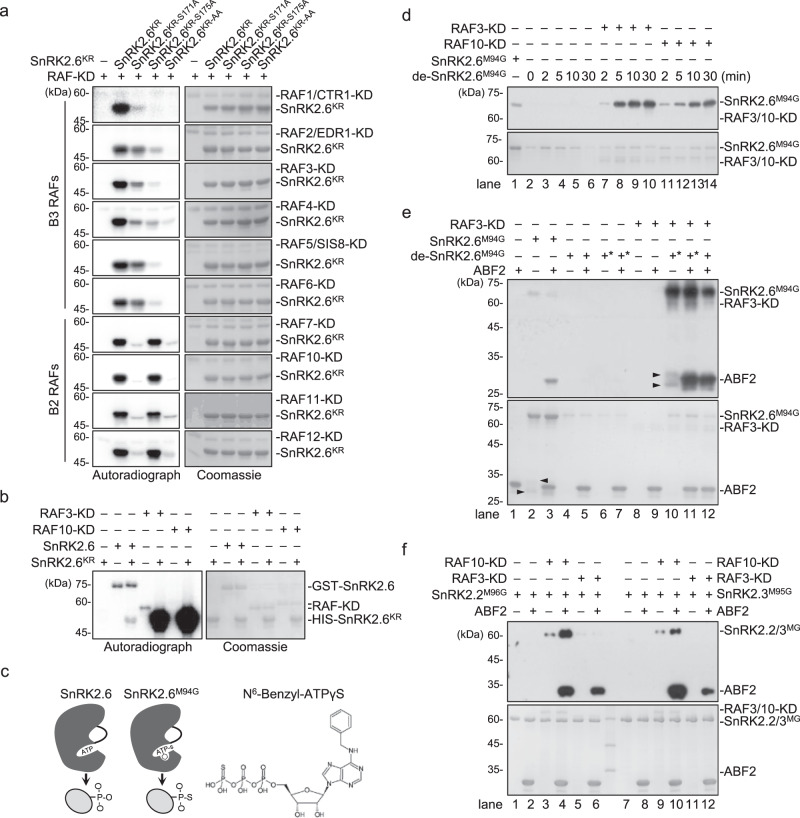
SnRK2.6 activation requires transphosphorylation by B2 and B3 RAFs in vitro. **a** Recombinant RAF kinase domains (KDs) were used to phosphorylate SnRK2.6^KR^ (SnRK2.6^K50R^, a kinase-dead form of SnRK2.6), SnRK2.6^KR^ with Ser171Ala mutation (SnRK2.6^KR-S171A^), SnRK2.6^KR^ with Ser175Ala mutation (SnRK2.6^KR-S175A^), or SnRK2.6^KR^ proteins with Ser171AlaSer175Ala mutations (SnRK2.6^KR-AA^), in the presence of [γ-^32^p]ATP. Autoradiograph (left) and Coomassie staining (right) show phosphorylation and loading, respectively, of purified GST-RAF-KD and HIS-SnRK2.6^KR^. **b** GST-SnRK2.6, HIS-SUMO-RAF3-KD, and HIS-SUMO-RAF10-KD phosphorylate HIS-SnRK2.6^KR^ in vitro. Recombinant undephosphorylated GST-SnRK2.6 was used to phosphorylate HIS-SnRK2.6^KR^ in the presence of [γ-^32^p]ATP. Autoradiograph (left) and Coomassie staining (right) show phosphorylation and loading, respectively, of purified GST-SnRK2.6, HIS-SUMO-RAF3-KD, HIS-SUMO-RAF10-KD, and HIS-SnRK2.6^KR^. **c** SnRK2.6^M94G^ but not wild type SnRK2.6 can use *N*^6^-Benzyl-ATPγS to thiophosphorylate substrate. **d** RAF3-KD and RAF10-KD trigger the autophosphorylation of pre-dephosphorylated GST-SnRK2.6^M94G^ (de-SnRK2.6^M94G^). **e** RAF3-KD activates pre-dephosphorylated GST-SnRK2.6^M94G^ (de-SnRK2.6^M94G^) and the reactivated SnRK2.6^M94G^ phosphorylates itself and ABF2. **f** RAF3-KD and RAF10-KD activate HIS-SUMO-SnRK2.2^M96G^ and HIS-SUMO-SnRK2.3^M95G^. For **d** to **f**, Anti-γ-S immunoblot (upper) and Coomassie staining (lower) show thiophosphorylation and loading, respectively, of recombinant GST-RAF3-KD, GST-RAF10-KD, GST-SnRK2.6^M94G^, HIS-SUMO-SnRK2.2^M96G^, HIS-SUMO-SnRK2.3^M95G^, and GST-ABF2. Asterisks indicate preincubation of SnRK2.6^M94G^ with N^6^-Benzyl-ATPγS for 30 min before further reaction. Arrows indicate degraded fragments co-purified with GST-SnRK2.6^M94G^. Images shown are representative of at least two independent experiments. Source data are provided in Source Data.

Ser175 was previously suggested to be a SnRK2.6 autophosphorylation site^26^. Supporting this notion, recombinant SnRK2.6 intermolecularly trans-phosphorylated SnRK2.6^KR^ (Fig. 1b), though the phosphorylation was much weaker than the transphosphorylation by RAF3 and RAF10. Thus, SnRK2.6 can be either transphosphorylated by RAFs or transphosphorylated intermolecularly by other SnRK2.6 molecules.

To further evaluate the role of RAFs in SnRK2.6 activation, we designed an adenosine triphosphate (ATP) analog-based in vitro kinase assay system that distinguishes trans- and autophosphorylation of SnRK2.6 (Fig. 1c). A Met94Gly (M94G) mutation in SnRK2.6 enlarges its ATP binding pocket (Fig. 1c). SnRK2.6^M94G^ can use the ATP analog N^6^-Benzyl-ATPγS to thiophosphorylate itself or its substrate (Supplementary Fig. 1b). Neither RAF3-KD nor wild-type SnRK2.6 can use the *N*^6^-Benzyl-ATPγS as a thiophosphate donor (Fig. 1d, Supplementary Fig. 1b). By this method, thiophosphorylation by activated SnRK2.6^M94G^ can be detected with an anti-thiophosphate ester antibody that only recognizes the thiophosphorylation (Supplementary Fig. 1b). Pre-dephosphorylated SnRK2.6^M94G^ (de-SnRK2.6^M94G^) had no auto-thiophosphorylation activity (Fig. 1d, lanes 2–6, Fig. 1e, lanes 4–5). Application of recombinant RAF3-KD or RAF10-KD quickly induced the auto-thiophosphorylation of SnRK2.6^M94G^ in a time-dependent manner (Fig. 1d, lanes 7–14), suggesting that transphosphorylation by RAF3 and RAF10 is essential for SnRK2.6^M94G^ auto-thiophosphorylation activity.

We then examined SnRK2.6^M94G^ activity by detecting the thiophosphorylation of ABA‐RESPONSIVE ELEMENT‐BINDING FACTOR 2 (ABF2), a well-studied SnRK2 substrate. Adding RAF3-KD initiated the thiophosphorylation of both SnRK2.6^M94G^ and ABF2 (Fig. 1e, lanes 10–12). Preincubation with RAF3 significantly enhanced the kinase activity of recombinant SnRK2.6^M94G^ (Fig. 1e, lanes 10–12 compared to lanes 2–3). We also measured the activation effect of RAF3 and RAF10 on SnRK2.2^M96G^ and SnRK2.3^M95G^, the mutated forms that can use the *N*^6^-Benzyl-ATPγS. Similar to previous study^26^, the recombinant SnRK2.2^M96G^ and SnRK2.3^M95G^ only had weak kinase activity that was rarely detectable in the thiophosphorylation assay (Fig. 1f, lanes 1, 2, 7, and 8). However, adding either RAF10-KD or RAF3-KD strongly enhanced the kinase activities of SnRK2.2^M96G^ and SnRK2.3^M95G^, in the context of ABF2 and SnRK2 thiophosphorylation (Fig. 1f, lanes 4, 6 compared to lanes 2, and lanes 10, 12 compared to lane 8). Taking these results together, transphosphorylation by RAFs is required for the reactivation of SnRK2.2/2.3/2.6. The enhanced thiophosphorylation of SnRK2.6^M94G^, SnRK2.2^M96G^, and SnRK2.3^M95G^ on themselves suggested that activated SnRK2s can quickly intermolecularly transphosphorylate and activate other SnRK2 molecules in vitro.

### Intermolecular transphosphorylation amplifies SnRK2 activation

To further validate this amplification process, we measured the phosphorylation of SnRK2.6 on SnRK2.6^KR^ by in vitro kinase assay. GST-SnRK2.6 showed weak phosphorylation of HIS-SnRK2.6^KR^ (Fig. 2a). After preincubating with RAF10-KD and ATP for 30 min, and removing RAF10-KD after preincubation, the activated GST-SnRK2.6 (SnRK2.6*) then showed an enhanced ability to phosphorylate HIS-SnRK2.6^KR^ (Fig. 2a, lane 6). The Ser171Ala or the Ser175Ala mutation significantly impaired, and Ser171AlaSer175Ala double mutation completely abolished, the HIS-SnRK2.6^KR^ phosphorylation by pre-activated GST-SnRK2.6 (Fig. 2b). This result suggests that SnRK2.6 mainly transphosphorylates SnRK2.6 at Ser171 and Ser175 residues, the same major phosphosites of B2 and B3 RAFs.

**Fig. 2:**
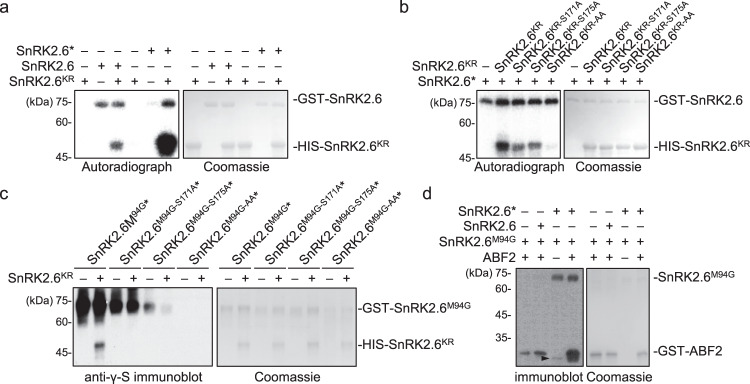
Intermolecular transphosphorylation amplifies SnRK2 activation. **a** Recombinant SnRK2.6 and pre-activated SnRK2.6 (SnRK2.6*) phosphorylate HIS-SnRK2.6^KR^. Aliquot of SnRK2.6 was pre-incubated with HIS-SUMO-RAF10-KD coated on Ni-NTA beads for 30 min. After removal of HIS-SUMO-RAF10-KD by centrifugation, pre-activated SnRK2.6 (SnRK2.6*) was used to phosphorylate HIS-SnRK2.6^KR^, in the presence of [γ-^32^p]ATP. Same amount of SnRK2.6 without pre-activation was used as control (lanes 1–3). Lane 4 indicates no remaining RAF10-KD after removal. Autoradiograph (left) and Coomassie staining (right) show phosphorylation and loading, respectively, of purified GST-SnRK2.6 and HIS-SnRK2.6^KR^. **b** Pre-activated SnRK2.6 (SnRK2.6*) phosphorylates SnRK2.6^KR^, SnRK2.6^KR-S171A^, SnRK2.6^KR-S175A^, or SnRK2.6^KR-AA^, in the presence of [γ-^32^p]ATP. Autoradiograph (left) and Coomassie staining (right) show phosphorylation and loading, respectively, of purified GST-SnRK2.6 and HIS-SnRK2.6^KR^ proteins. **c** Transphosphorylation activity of pre-activated SnRK2.6^M94G^, SnRK2.6^M94G-S171A^, SnRK2.6^M94G-S175A^, and SnRK2.6^M94G-AA^ on SnRK2.6^KR^. **d** Effect of recombinant SnRK2.6 and pre-activated SnRK2.6 (SnRK2.6*) on SnRK2.6^M94G^ activity. For **c** to **d**, Anti-γ-S immunoblot (left) and Coomassie staining (right) show thiophosphorylation and loading, respectively, of recombinant GST-SnRK2.6^M94G^, HIS -SnRK2.6^KR^, and GST-ABF2. Arrow indicates partial degraded band of GST-SnRK2.6^M94G^. Images shown are representative of at least two independent experiments. Source data are provided in Source Data.

We further confirmed the trans- and autophosphorylation of SnRK2.6 by mass spectrometry analysis after in vitro kinase reaction. In such a reaction, γ-[^18^O]-ATP was used as the phosphate donor of RAF3 to trans-phosphorylate SnRK2.6^M94G^, and Benzyl-ATPγS was used as the thiophosphate donor for SnRK2.6^M94G^ autophosphorylation. After 30 min of incubation, the reaction was subjected to mass spectrometry analysis. The result confirmed that Ser171 and Ser175 are both intermolecular auto-phosphosites (thio-phosphosites) and trans-phosphosites (^18^O-phosphosites in Supplementary Data 1). Beside Ser171 and Ser175, six other residues, Ser29, Ser43, Ser71, Thr176, Thr179, Try182, in SnRK2.6^M94G^ were both intermolecular auto-phosphosites and trans-phosphosites (Supplementary Data 1). We then generated non-phosphorylatable mutations (Ser/Thr/Try to Ala) on these phosphosites in SnRK2.6 to elucidate their contributions to SnRK2 intermolecularly trans-phosphorylation activity. Mutating either Ser175 or Ser171 completely abolished the ability of SnRK2.6^M94G^ to thiophosphorylate SnRK2.6^KR^ (Fig. 2c), while Thr179 and Try182 may also contribute to the intermolecularly trans-phosphorylation activity of SnRK2.6 (Supplementary Fig. 2a).

We then further verified the ability of pre-activated SnRK2.6 to activate pre-dephosphorylated SnRK2.6^M94G^. We activated GST-SnRK2.6 by incubating it with RAF3-KD and RAF10-KD. After removing RAF3/10-KD, we used the pre-activated SnRK2.6 to phosphorylate SnRK2.6^M94G^. The kinase activity of SnRK2.6^M94G^ was determined by thiophosphorylation of SnRK2.6^M94G^ and ABF2. Incubating with pre-activated SnRK2.6 (SnRK2.6*), but not the inactive SnRK2.6, enhanced the kinase activity of SnRK2.6^M94G^ (Fig. 2d). Pre-activated SnRK2.6 was also able to transphosphorylate SnRK2.2 and SnRK2.3 in the in vitro kinase assay (Supplementary Fig. 2b). Thus, after activation by RAF kinases, SnRK2.6 can intermolecularly autophosphorylate and activate other SnRK2s to amplify the response.

### B2 and B3 RAFs function redundantly in ABA response in vivo

To validate the RAF-SnRK2 cascade in ABA signaling in planta, we used gene-editing technology to introduce mutations in B2 or B3 subgroup *RAF* genes in Arabidopsis Col-0 wild type (Fig. 3a, b). Genotyping thousands of transgenic seeds identified two high-order mutants. *OK*^*100*^*-B3* [*raf2/enhanced disease resistance 1(edr1);raf3;raf4; raf5/sugar insensitive 8 (sis8);raf6*] contained null mutations in five of six B3 subgroup *RAFs. raf1/constitutive triple response 1* (*ctr1*) was not included in the mutant due to a severe morphological phenotype^35^. *OK*^*100*^*-B2* (*raf7;raf8;raf9;raf10;raf11;raf12*) contained null mutations in all six B2 subgroup *RAF* genes (Fig. 3a, b, Supplementary Fig. 3a, b). *OK*^*100*^*-B3* had a low germination rate on half Murashige and Skoog (MS) medium without sucrose and had strong arrested growth even under normal conditions (Fig. 3c, Supplementary Fig. 4a, b). No ABA insensitivity in germination and seedling development in *OK*^*100*^*-B3* was observed on half MS medium without sugar (Fig. 3c, upper panel, d, Supplementary Fig. 4a, b). Interestingly, addition of 1% sucrose strongly improved the germination and seedling development of the *OK*^*100*^*-B3* mutant, which showed strong ABA insensitivity and geminated on medium containing up to 5 µM ABA (Fig. 3c, e, Supplementary Fig. 4c, d). *OK*^*100*^*-B2* was hyposensitive to ABA and germinated on medium containing up to 10 µM ABA, with or without sucrose (Fig. 3c–e, Supplementary Fig. 4a–d). The *OK*^*130*^*-null* mutant [*raf16;raf40/hydraulic conductivity of root 1*(*hcr1*)*;raf24;raf18;raf35;raf42*] did not show insensitivity to ABA (Fig. 3c–e, Supplementary Fig. 4a–d). *OK*^*100*^*-B3* and *OK*^*100*^*-B2* also showed impaired seed dormancy and fresh harvested *OK*^*100*^*-B3* and *OK*^*100*^*-B2* seeds had higher germination rates than fresh harvested wild-type seeds (Supplementary Fig. 4e). To measure the phosphorylation and activation of SnRK2s, we used the phosphorylation-specific antibodies recognizing the phosphoserines corresponding to Ser175 and Ser171 in SnRK2.6 (Supplementary Fig. 5 and Supplementary Data 2). ABA-induced phosphorylation of conserved serine residues corresponding to Ser171 and Ser175 in SnRK2.6 was markedly reduced in the *OK*^*100*^*-B2*, and relatively not affected in the *OK*^*100*^*-B3* and *OK*^*130*^*-null* mutants (Fig. 3f). Thus, B2 and B3 RAFs may have partially redundant roles in ABA responses in plants.

**Fig. 3:**
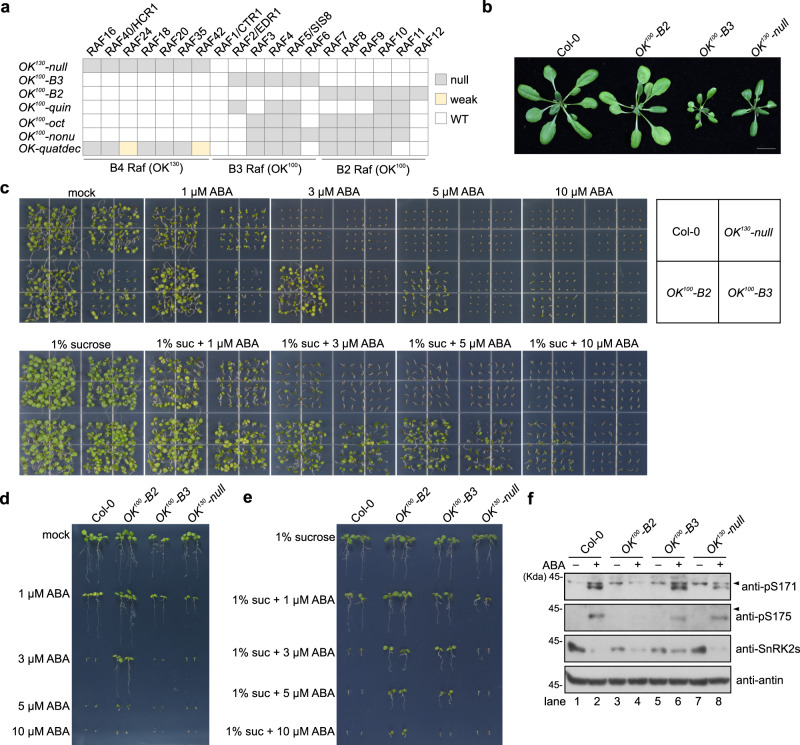
B2 and B3 RAFs function redundantly in ABA response in vivo. **a** Mutations of RAF genes in the high-order mutants used in this study. **b** Photographs of seedlings after 4 weeks of growth in the soil. Bar = 1 cm. **c** Photographs of seedlings after 10 days of germination and growth on 1/2 MS medium containing indicated concentrations of ABA, without (upper panel) or with (bottom panel) 1% sucrose. The position of mutants in the image is shown in the box at the upper-right corner. **d** Photographs of seedlings after 10 days of germination and growth on 1/2 MS medium containing indicated concentrations of ABA without sucrose. **e** Photographs of seedlings after 10 days of germination and growth on 1/2 MS medium containing indicated concentrations of ABA with 1% sucrose. **f** The ABA-induced phosphorylation of Ser171 and Ser175 of SnRK2.6 in wild-type and the *OK*^*100*^*-B2* and *OK*^*100*^*-B3* mutants. The anti-pS171 and anti-pS175 immunoblots were used to show the phosphorylation of the conserved serine residues. Arrows indicate the non-specific bands recognized by anti-pS171 and anti-pS175 antibodies. Images shown are representative of at least two independent experiments. Source data are provided in Source Data.

### B2 and B3 RAFs cooperate in ABA-induced SnRK2 activation

We also generated *OK*^*100*^*-oct* (*raf3;raf4;raf5/sis8;raf7;raf8;raf9;raf10;raf11)* and *OK*^*100*^*-nonu* (*raf3;raf4;raf5/sis8;raf6;raf7;raf8;raf9;raf10;raf11*) mutants containing null mutations in eight and nine *RAF* genes, respectively, of the B2 and B3 subgroups (Fig. 3a, Supplementary Fig. 6). 

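The genes mutated in OK100-oct encode protein kinases and lie on chromosomes 1, 3 and 5 of the TAIR10.1 assembly. On chromosome 1, RAF4 (AT1G18160) spans bases 6248619 to 6254080 on the plus strand, RAF11 (AT1G67890) spans 25457033 to 25462847 on the plus strand, and RAF5 (AT1G73660) spans 27691893 to 27697372 on the minus strand. A cluster of neighbouring genes on the minus strand of chromosome 3 holds AT3G06620 from 2062131 to 2067417, RAF8 (AT3G06630) from 2069369 to 2074087 and AT3G06640 from 2074185 to 2078613. Supplementary Fig. 6 names AT3G06620 as RAF9 and AT3G06640 as RAF7, whereas Supplementary Data 6 pairs the names the other way round. Supplementary Table 1 also names AT3G06620 as RAF7. The RAF7 kinase domain of the Methods ends past the 2193-base coding sequence of AT3G06640, but within the 2322 bases of AT3G06620. RAF7 in those kinase-domain assays is therefore AT3G06620. The names of Supplementary Fig. 6 are used in what follows, so RAF7 here is AT3G06640 and RAF9 here is AT3G06620. On chromosome 5, RAF3 (AT5G11850) spans 3816080 to 3821170 on the minus strand and RAF10 (AT5G49470) spans 20063331 to 20068793 on the plus strand. RAF6 (AT4G24480), the additional gene mutated in OK100-nonu, spans 12649985 to 12655097 on the plus strand of chromosome 4.
The guide RNA sequences that Supplementary Data 6 lists under the heading of OK100-nonu were matched to the genome, and each site lies in an exon and is followed by an NGG motif. Guide 1 (GTTCCTTGTCGAATAGTCAA) has sites in both RAF4 and RAF5, guide 2 (CAGCAGCAGTGTTATGAACA) in RAF9, RAF10 and RAF11, guide 5 (TCATGTGGAACTGTCTATCA) in RAF7, RAF8, RAF10 and RAF11, and guide 6 (TGGAAAGGGAATGAGCAGGA) in RAF7 and RAF9. Guide 3 (AAGCGAGAGAAAGTCAACGG) has its site in RAF3 and guide 4 (CAGAAGCTCTCTCTCCTCAT) in RAF6. The same list holds guide 7 (CATCGGAGGTGGTAGCCCAG), with a site in exon 1 of RAF2 (AT1G08720) on chromosome 1 from 2774459 to 2774478, and guide 8 (GACGGGATTGGAGACGGACA), with a site in exon 1 of RAF12 (AT4G23050) on chromosome 4 from 12080255 to 12080274. RAF2 and RAF12 are not among the genes listed as mutated in OK100-oct or OK100-nonu.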

Growth analysis showed that the *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants resembled the previously characterized *snrk2-triple* mutant and the high-order mutants of *PYR/PYL/RCARs* exhibiting a strong defect in growth and development (Fig. 4a, Supplementary Fig. 7a–c). By contrast, the *OK*^*100*^*-quin* mutant, which contains mutations in only two B2 and three B3 *RAF* genes, displayed a wild-type-like growth phenotype (Fig. 4a). The *OK*^*100*^*-nonu* mutant produced very few seeds and had a lower seed germination rate (Supplementary Fig. 7b, c). The *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants showed higher water loss than the wild type (Fig. 4b). Furthermore, ABA-induced stomatal closure was strongly impaired in the *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants, which resembles the *snrk2-triple* and *pyl112458* mutants (Fig. 4c). These results suggested an essential role of the B2 and B3 subgroup RAFs in ABA signaling.

**Fig. 4:**
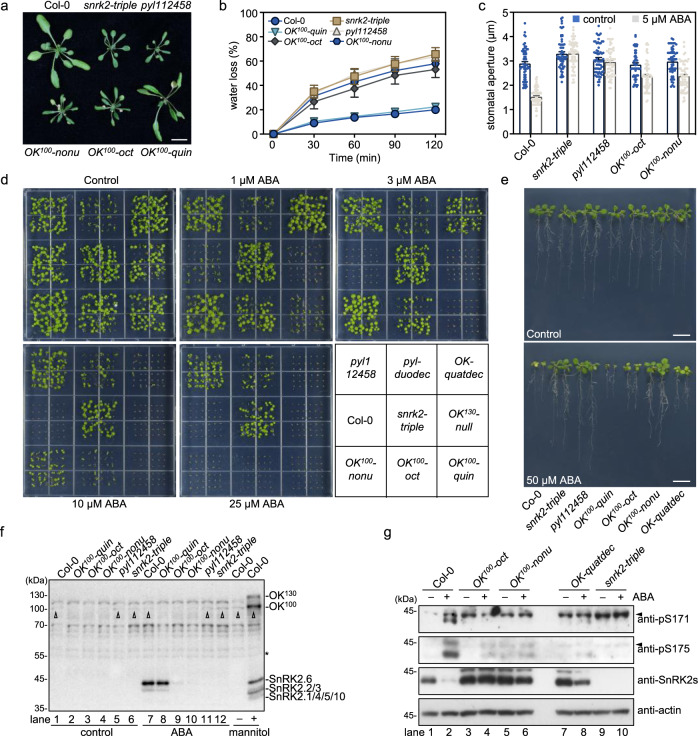
B2 and B3 RAFs cooperate in ABA-induced SnRK2 activation. **a** Photographs of wild-type and mutant seedlings after 4 weeks of growth in the soil. Bar = 1 cm. **b** Water loss of 4-week-old wild-type and high-order mutants. Error bars, SEM (*n* = 5 biological replicates, each replicate has 5 or 6 individual seedlings). **c** Stomatal closure of 4-week-old wild type and mutants in response to ABA. Error bars, SEM (*n* = 59 or 60 individual stomates). **d** Photographs of seedlings after 10 days germination and growth on 1/2 MS medium containing different concentrations of ABA. The position of mutants in the image is shown in the gray box at the bottom-right corner. **e** Photographs of seedlings growing 10 days after transfer to 1/2 MS medium with or without 50 µM ABA. Bar = 1 cm. **f** In-gel kinase assay showing the activation of SnRK2s and RAFs in wild-type and different mutants with or without 15 min of ABA or mannitol treatment. Arrows indicate the OK^100^ band observed in Col-0, *snrk2-tripl*e, and *pyl112458* mutants. **g** The ABA-induced phosphorylation of Ser171 and Ser175 of SnRK2.6 in wild-type and the OK^100^ high-order mutants. Arrows indicate the non-specific bands recognized by anti-pS171 and anti-pS175 antibodies. Images shown are representative of at least two independent experiments. Source data are provided in Source Data.

We further evaluated the role of B2 and B3 subgroup RAFs in ABA signaling by assaying seed germination in response to ABA. All tested mutants carrying high-order mutations in B2 and B3 subgroup *RAFs*, including *OK*^*100*^*-oct* and *OK*^*100*^*-nonu*, showed insensitivity to ABA in seed germination and post-germination seedling growth (Fig. 4d, e, Supplementary Fig. 7d–h). The order of insensitivity to ABA in seed germination was *OK*^*100*^*-quin* < *OK*^*100*^*-oct* = *OK-quatdec* < *OK*^*100*^*-nonu* < *snrk2-triple*, *pyl112458*, and *pyl-duodec* (Fig. 4d, Supplementary Fig. 7d). Higher-order *RAF* mutants were clearly more insensitive than lower-order *RAF* mutants to ABA in seed germination, which further suggests that the RAF members in the B2 and B3 subgroups have essential and partially redundant roles in ABA signaling. *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* also exhibited hyposensitivity to ABA in seedling growth as indicated by root growth, fresh weight measurements, and leaf yellowing (Supplementary Fig. 7g–j).

We then measured ABA-induced SnRK2.2/2.3/2.6 activation in these mutants by in-gel kinase assay. The ABA-induced SnRK2.2/2.3/2.6 activation was almost completely abolished in the *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants, which resembles that in the *snrk2-triple* and *pyl112458* mutants (Fig. 4f). Interestingly, we observed a weak OK^100^ band (indicated by arrows) in wild type, *snrk2-triple* and *pyl112458* even without ABA or mannitol treatment, and this band was not induced by ABA, when compared to the strong induction by mannitol treatment (Fig. 4f, rightmost lane). Consistently, the immunoblot result showed that the ABA-induced phosphorylation of conserved serine residues corresponding to Ser171 and Ser175 in SnRK2.6 was markedly reduced in the *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants (Fig. 4g). Interestingly, perhaps due to the abolishment of ABA signaling, the ABA-induced rapid SnRK2 degradation was also abolished in the *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants (Fig. 4g). These results strongly indicate that the B2 and B3 subgroup RAFs are essential for ABA-induced SnRK2.2/2.3/2.6 activation.

To evaluate which members of the B2 and B3 subgroups have predominant roles in ABA-regulated seed germination and seedling establishment, we backcrossed *OK*^*100*^*-nonu* with Col-0 wild type and screened F2 populations on 1/2 MS medium containing 10 µM ABA and sucrose. By genotyping 103 individual F2 seedlings with strong ABA insensitivity, we found that each RAF might contribute to ABA hyposensitivity (Chi-square test, *p* < 0.05). RAF3, RAF4, RAF5, and RAF7-9 (closed linked together) might have predominant roles (*p* < 0.0001) in ABA-regulated germination and seedling establishment (Supplementary Table 1).

### B2 and B3 RAFs are required for ABA-induced gene expression

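RNA sequencing was carried out on 12 libraries of Arabidopsis thaliana seedlings, with 3 libraries for each of the wild type (Col-0) under control conditions, the wild type with abscisic acid (ABA), OK100-oct under control conditions and OK100-oct with ABA. OK100-oct is the line with null mutations in 8 RAF protein kinase genes, and ABA is the hormone whose signaling these kinases act in. The sample labels call the mutant m9, and the libraries were assigned to OK100-oct because the paper names it as the mutant of this experiment. The label itself does not exclude OK100-nonu, in which RAF6 is mutated as well, and read sequences were not analysed here. The Methods give an age of 14 days, and the sample labels give 12 days. These sources also name different RNA isolation reagents and library kits. The dose and duration of the ABA treatment are not given in the RNA sequencing methods.
The authors trimmed paired-end reads with Trimmomatic, mapped them to the TAIR10 genome with HISAT, counted the reads on each gene with htseq-count and deposited the counts without normalization. The total count per library ranged from 16632701 to 19945936 (median 17843729) in the wild type under control conditions and from 21602836 to 26661613 (median 25342325) in the wild type with ABA. In OK100-oct it ranged from 22265884 to 24048676 (median 22867947) under control conditions and from 20981219 to 25494850 (median 21964242) with ABA. Library sizes were normalized by edgeR's TMM method, low-count genes were removed with filterByExpr, and 1 quasi-likelihood model was fitted to all 12 libraries with the Benjamini-Hochberg adjustment. The test covered 20617 genes, and DEGs were called with the paper's threshold, an FDR < 0.05 and a change of at least 3-fold. The choices that could change the numbers are the normalization, the low-count filter, the test and the threshold. The strand setting of the counting is not given, so genes that overlap on opposite strands could share reads, and counts of near-identical genes are uncertain in the same way. The TMM factors were 0.864 to 0.896 in the wild type with ABA and 1.04 to 1.12 in the wild type under control conditions.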

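Counts of the mutated RAF genes were compared between the genotypes. Counts of 5 of the 8 genes were lower in OK100-oct than in the wild type under control conditions with an FDR < 0.05, and none of the 8 was higher. RAF5 had 70.2 ± 7.45 (SD, n = 3) CPM (counts scaled by TMM-normalized library size) in the wild type and 31.9 ± 4.87 (SD, n = 3) in OK100-oct, a log2 fold change of -1.14 (standard error 0.12, adjusted p = 0.000261 from edgeR's quasi-likelihood test). Leaving out OK100-oct control replicate 1 moved this value most, to -1.02. RAF11 had 32.1 ± 1.93 CPM (SD, n = 3) in the wild type and 15.7 ± 0.252 (SD, n = 3) in OK100-oct, a log2 fold change of -1.04 (adjusted p = 1.23e-05, edgeR). The log2 fold changes of RAF9 (AT3G06620), RAF4 and RAF3 were -0.99, -0.96 and -0.92, with adjusted p values of 0.000374, 5.53e-05 and 0.00035 in edgeR's test. RAF10 differed by -0.28 (standard error 0.10, adjusted p = 0.136, edgeR), which did not pass the threshold. RAF7 (AT3G06640) and RAF8 had few reads, with 0.461 ± 0.133 and 1.80 ± 0.319 CPM (SD, n = 3) in the wild type, and their log2 fold changes of 0.34 and -0.57 did not pass it either (adjusted p = 0.659 and 0.176, edgeR). Exons of RAF8 also share 11.7% of their 50-base windows with other genes, so its counts are uncertain. Most of this (11.2%) is shared with AT3G01865, which overlaps RAF8 on the opposite strand. Under ABA, 6 of the 8 genes were lower in OK100-oct with an FDR < 0.05, and none was higher. RAF10 passed under ABA with a log2 fold change of -0.30 (adjusted p = 0.0291, edgeR), close to its value of -0.28 under control conditions. It passed in 8 of the 12 fits that each left out 1 library. A count of reads does not show whether the remaining transcripts carry the mutations.

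**Figure D1:**
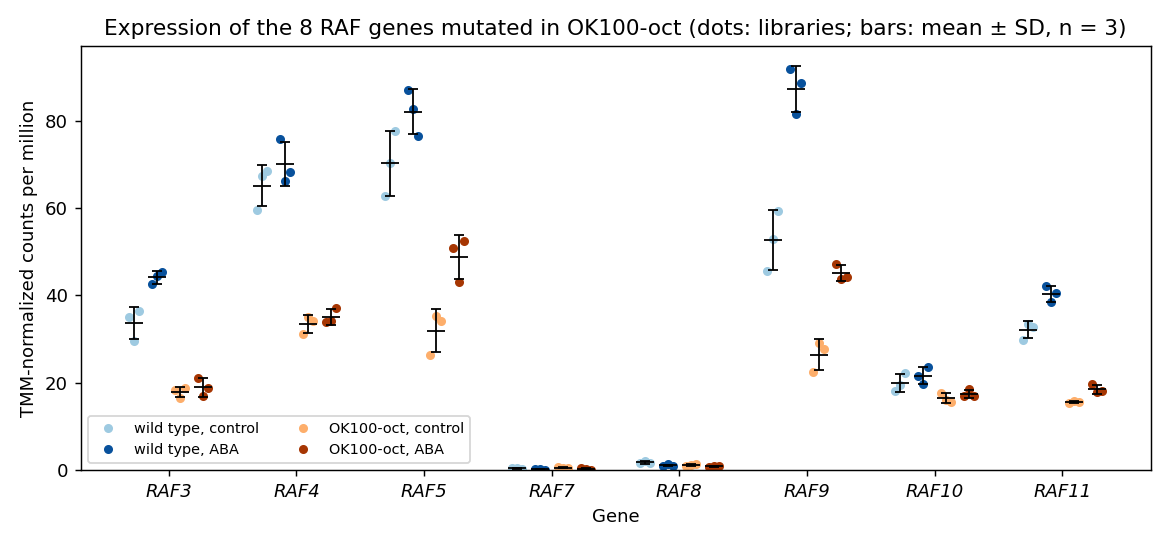
TMM-normalized counts (CPM, y axis) of the 8 RAF genes mutated in OK100-oct (x axis) in each library, by genotype and treatment. Dots are libraries and bars are the mean ± SD (n = 3). For RAF3, RAF4, RAF5, RAF9 (AT3G06620) and RAF11 the OK100-oct libraries under control conditions lie below the wild-type libraries, and RAF7 (AT3G06640) stays near 0 in each group.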

To investigate the impact of *RAF* null mutations on ABA-induced gene expression, we performed transcriptomics analysis in WT and *OK*^*100*^*-oct* seedlings. 

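With ABA, 1481 genes were induced and 1476 were repressed by at least 3-fold in wild-type seedlings (edgeR's quasi-likelihood test, FDR < 0.05). Without the fold minimum, 6636 genes were higher and 7500 were lower with ABA at the same FDR. With a fold minimum of 2, 2643 genes were induced and 3344 were repressed. When library totals alone were used in place of the TMM factors, an alternative chosen after seeing the data, 1101 genes were induced and 2313 were repressed. In counts simulated from these libraries, 96.5% of the tested genes that had been given a known change were recovered past both thresholds. The simulated changes were all larger than 3-fold, went equally up and down and were given to 200 genes. Recovery of changes near 3-fold, or when most genes change, was thus not tested.
Genes with a mean of at least 1 CPM in the higher group and no overlap of replicates between the groups were ranked by their estimated log2 fold change. The highest estimates were for genes with no reads under control conditions in the wild type. GEA6 (AT2G40170, chromosome 2, 16779552 to 16780368) rose from 0 to 26.4 ± 2.30 CPM (SD, n = 3), at least 172-fold (adjusted p = 1.08e-09, edgeR). GASA3 (AT4G09600, chromosome 4, 6072804 to 6073646) rose from 0 to 21.8 ± 1.92 CPM (SD, n = 3), at least 142-fold (adjusted p = 2.31e-09, edgeR). AT5G24080 on chromosome 5 (8139111 to 8142432), which encodes a protein kinase superfamily protein and shares 9.10% of its exon windows with AT5G03685 on the opposite strand, reached 21.3 ± 2.41 CPM (SD, n = 3), at least 139-fold higher with ABA (adjusted p = 2.71e-10, edgeR). The lowest estimates were for CRK30 (AT4G11460, chromosome 4, 6963521 to 6967200), a cysteine-rich receptor-like kinase gene at 18.6 ± 6.45 CPM (SD, n = 3) under control conditions and at least 132-fold lower with ABA (adjusted p = 5.71e-09, edgeR), and for AT2G01900 (chromosome 2, 405762 to 409203), at least 51.9-fold lower (adjusted p = 1.99e-09, edgeR). Between them ranked HDK (AT5G20470, chromosome 5, 6916181 to 6920120), which shares 7.80% of its exon windows with AT5G20490 and fell from 2.01 ± 0.336 CPM (SD, n = 3) to 0, at least 14.3-fold (adjusted p = 7.32e-07, edgeR). These folds are lower bounds, computed against a floor of 3 counts, and other genes have higher bounds, such as HAI2 (AT1G07430), chosen after its values were seen, at least 756-fold higher with ABA.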

We identified 1368 ABA-induced (>= 3-fold, *p* < 0.05) and 1256 ABA-repressed (>= 3-fold, *p* < 0.05) genes in the wild type. 

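In OK100-oct seedlings, 733 genes were induced and 500 were repressed by ABA at the same thresholds. Of these, 647 were also induced and 433 also repressed in the wild type, and 86 and 67 passed only in OK100-oct. Another 834 genes were induced and 1043 repressed past the thresholds in the wild type only. Most of the genes on the wild-type-only lists still responded in the mutant by less than 3-fold, with 676 induced and 737 repressed in the same direction at an FDR < 0.05 (edgeR). A difference between the genotypes in the ABA response itself, tested as an interaction term, passed an FDR < 0.05 for 535 of the induced and 484 of the repressed genes of the wild-type-only lists, and for 12 and 6 of those of the OK100-oct-only lists. The FDR threshold without the fold minimum was passed by 10720 genes in OK100-oct and by 14136 in the wild type. With library totals in place of the TMM factors, chosen after seeing the data, 600 genes were induced and 623 repressed in OK100-oct.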

Among these differentially expressed genes (DEGs), only 674 genes were significantly induced (>= 3-fold, *p* < 0.05) and 399 genes were significantly repressed (>= 3-fold, *p* < 0.05) by ABA in the *OK*^*100*^*-oct* seedlings (Fig. 5a, Supplementary Data 3). The heatmap indicated that most ABA-induced and -repressed genes in wild type were less responsive in the *OK*^*100*^*-oct* mutant (Fig. 5b). 

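The size of the response was compared gene by gene on the wild-type DEG lists. Of the genes induced in the wild type, 95.2% had a smaller log2 fold change in OK100-oct, and 95.7% of the repressed genes had a smaller decrease. The median ratio of the OK100-oct change to the wild-type change was 0.595 (SD 0.0432 between the 3 same-numbered sets of libraries) for induced genes and 0.519 (SD 0.0737) for repressed genes. Leaving out a library moved these ratios most, to 0.574 without wild-type control replicate 3 for induced genes and to 0.474 without wild-type ABA replicate 2 for repressed genes. The quartiles of the ratio were 0.460 and 0.732 for induced genes and 0.362 and 0.674 for repressed genes. When the genes were chosen on 2 wild-type replicates and the ratio was measured in the replicate left out, the median ratio stayed between 0.498 and 0.669, and the share of genes with a smaller change was 83.0% to 95.2% for induced and 72.6% to 84.6% for repressed genes. Over all tested genes, the ABA response differed between the genotypes for 3747 genes, and the alternatives that moved this number most were a difference of at least 2-fold, with 1363 genes, and an unadjusted p under 0.05, with 6698. Among the genes on the wild-type lists, the interaction passed an FDR < 0.05 for 802 induced genes with a smaller change in OK100-oct and for 2 with a larger change, and for 588 repressed genes with a smaller change (edgeR's quasi-likelihood test). A change in the opposite direction at an FDR < 0.05 in OK100-oct was found for 2 of the induced and 7 of the repressed genes.
Among the ABA-inducible marker genes of Fig. 5c, RAB18 (AT5G66400, chromosome 5, 26518277 to 26519447) rose from 36.3 ± 6.76 to 4565 ± 272 CPM (SD, n = 3) in the wild type and from 5.55 ± 1.83 to 402.3 ± 37.5 CPM (SD, n = 3) in OK100-oct. Its log2 fold changes with ABA were 6.97 and 6.18, and their difference of -0.79 (standard error 0.28, adjusted p = 0.0688, edgeR) did not pass the threshold. RAB18 was already lower in OK100-oct under control conditions. The difference passed under 3 of the 7 alternatives that kept all libraries, among them DESeq2's Wald test, and the adjusted p ranged from 0.0186 to 0.0689 over these alternatives. RAB18 overlaps AT5G66410 on the opposite strand. COR15A (AT2G42540, chromosome 2, 17710441 to 17712330) reached 1361 ± 179 CPM (SD, n = 3) with ABA in the wild type and 402.6 ± 62.2 (SD, n = 3) in OK100-oct, with log2 fold changes of 5.63 and 3.72 that differed by -1.91 (adjusted p = 0.000297, edgeR). KIN1 (AT5G15960, chromosome 5, 5209717 to 5210826) reached 859 ± 66.8 and 145 ± 16.2 CPM (SD, n = 3), and its log2 fold changes of 8.26 and 6.12 differed by -2.14 (adjusted p = 0.000235, edgeR). RD29B (AT5G52300, chromosome 5, 21237021 to 21239531) reached 2545 ± 180 and 284 ± 27.8 CPM (SD, n = 3), and its log2 fold changes of 9.68 and 7.51 differed by -2.17 (adjusted p = 0.00295, edgeR). Each of the marker genes was still induced in OK100-oct. From the heat map of Fig. 5b, the paper states that most ABA-responsive genes responded less in OK100-oct, and the title of Fig. 5 states that B2 and B3 RAFs are required for ABA-induced gene expression.

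**Figure D2:**
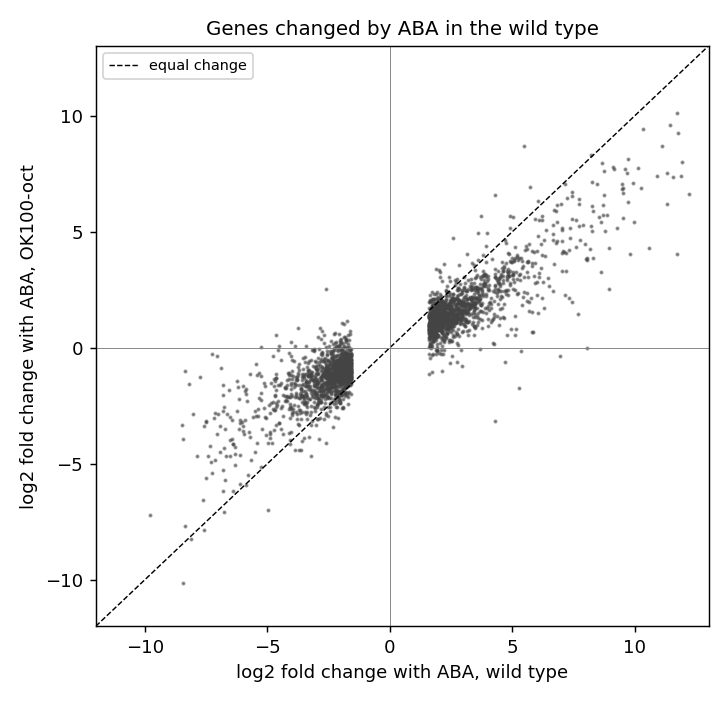
Log2 fold change with ABA in OK100-oct (y axis) against that in the wild type (x axis), for the 1481 genes induced and the 1476 genes repressed in the wild type. Each point is a gene and the dashed line marks an equal change. Most points lie between the dashed line and 0 on the y axis.

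**Figure D3:**
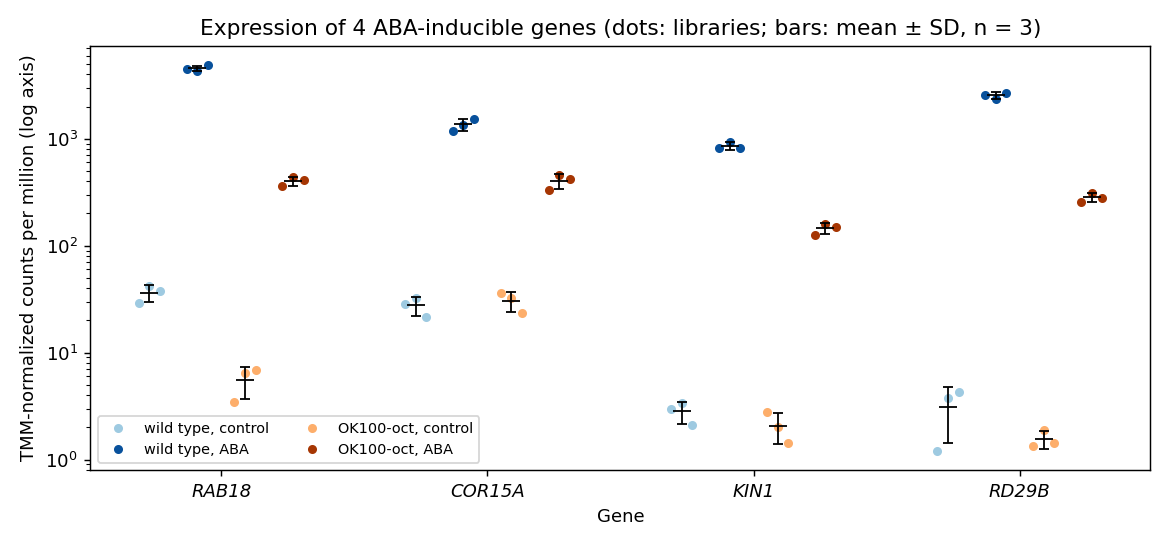
TMM-normalized counts (CPM, y axis with log scale) of RAB18, COR15A, KIN1 and RD29B (x axis) in each library, by genotype and treatment. Dots are libraries and bars are the mean ± SD (n = 3). With ABA, the OK100-oct libraries lie below the wild-type libraries for each gene, and under control conditions only RAB18 differed at an FDR < 0.05 in edgeR's quasi-likelihood test.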

Quantitative RT-PCR analysis of several ABA-inducible genes, including *RESPONSIVE TO ABA 18* (*RAB18*), *COLD-REGULATED 15* *A* (*COR15A*), *KINASE 1* (*KIN1*), and *RESPONSIVE TO DESICCATION 29B* (*RD29B*), also showed that the induction of these genes by ABA was dramatically impaired in both the *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* mutants (Fig. 5c).

**Fig. 5:**
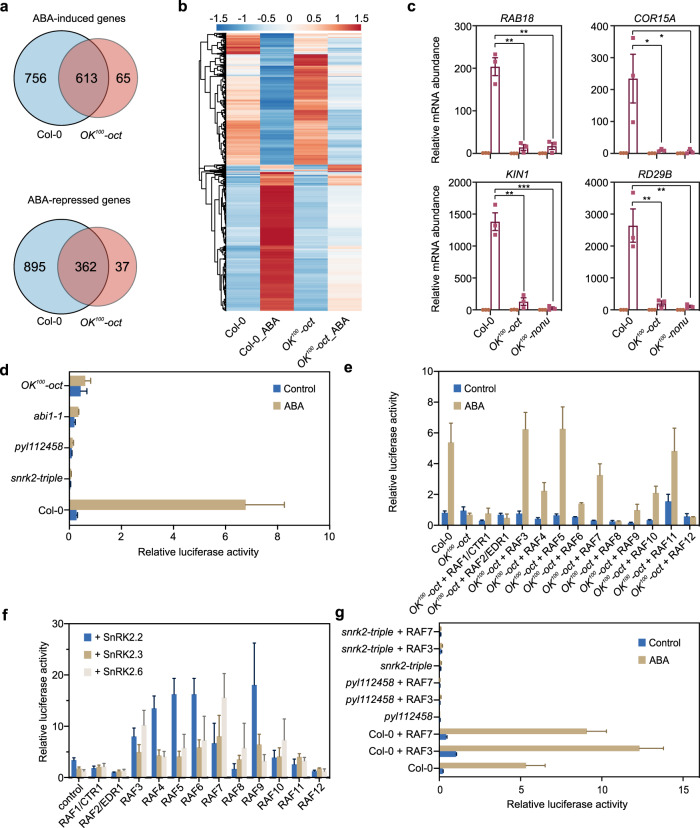
B2 and B3 RAFs are required for ABA-induced gene expression. **a** Venn diagrams showing the overlaps of ABA-induced and ABA-repressed genes in the wild type and *OK*^*100*^*-oct* seedlings. **b** Heat map showing the expression levels of ABA-responsive genes in wild type and *OK*^*100*^*-oct* seedlings. **c** Expression of the ABA-inducible marker genes in wild type, *OK*^*100*^*-oct*, and *OK*^*100*^*-nonu* seedlings after 6 h of ABA treatment. Error bars, SEM (*n* = 3 biological replicates). Two-tailed paired *t*-tests, *p < 0.05, **p < 0.01, ***p < 0.001. **d** The activation assay of the ABA-responsive *RD29B-LUC* reporter gene in wild type and mutants. The protoplasts were transformed with the reporter plasmid and incubated with or without 5 µM ABA for 5 h under light. Error bars, SEM (*n* = 3 individual transfections). **e** Add-back assay testing RAF1 to RAF12 in activating the reporter gene in the protoplasts of *OK*^*100*^*-oct*. Error bars, SEM (*n* = 4 individual transfections). **f** Activation of the reporter gene by the combinations of RAFs with SnRK2.2, SnRK2.3, or SnRK2.6 in the protoplasts of *OK*^*100*^*-oct*. The ratio of *RD29B-LUC* expression in the protoplasts with 5 µM ABA relative to that without ABA treatment was used to indicate the activation activity of RAF-SnRK2 pairs. Error bars, SEM (*n* = 4 individual transfections). **g** Activation of the reporter gene by RAF3 or RAF7 in the protoplasts of wild type, *pyl112458*, or *snrk2-triple*. Error bars, SEM (*n* = 3 individual transfections). Source data are provided as Source Data files.

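Under control conditions, 73 genes had at least 3-fold higher and 29 had at least 3-fold lower counts in OK100-oct than in the wild type (edgeR's quasi-likelihood test, FDR < 0.05). Without the fold minimum, 532 genes were higher and 472 were lower at the same FDR. The number of higher genes was 15 with a filter of at least 10 counts in every library and 174 with a 2-fold minimum. Left-out replicates changed the number of higher genes to between 54 and 84. The genes named next had the largest changes among genes with at least 1 CPM in the higher group and no overlap of replicates.
AT2G01422 (chromosome 2, 183940 to 184734), annotated as a non-coding RNA, had 33.1 ± 5.11 CPM (SD, n = 3) in OK100-oct and at most 2 counts in a wild-type control library, at least 215-fold higher (adjusted p = 3.02e-08, edgeR). MRD1 (AT1G53480, chromosome 1, 19963047 to 19964712) had 19.6 ± 1.13 CPM (SD, n = 3), at least 128-fold higher (adjusted p = 3.02e-08, edgeR), but 93.1% of its exon windows are found in other genes, so its reads are uncertain. Most of these windows (85.9%) are found in AT1G07887, which overlaps MRD1 on the opposite strand. QQS (AT3G30720, chromosome 3, 12349047 to 12349933) rose from 0.634 ± 0.366 to 26.1 ± 2.53 CPM (SD, n = 3), a log2 fold change of 5.33 (standard error 0.25, adjusted p = 7.06e-08, edgeR). AT1G67626 (chromosome 1, 25343437 to 25344066), an annotated pseudogene that shares 46.1% of its windows with other genes, was at least 7.11-fold higher (adjusted p = 0.00082, edgeR). LURP1 (AT2G14560, chromosome 2, 6213617 to 6215932) had a log2 fold change of 3.97 (adjusted p = 0.0152, edgeR), with CPM values of 4.12, 5.14 and 1.39 in the 3 OK100-oct control libraries, and did not differ with ABA at an FDR < 0.05. The lower genes with the largest change were AT3G41979 (log2 fold change -3.28), a 5.8S ribosomal RNA gene all of whose windows are found in other genes, the pseudogene AT5G35935 (-3.16), AT3G53980 (-3.10), which encodes a lipid-transfer family protein, the glycine-rich protein gene AT2G05510 (-2.80) and RAB18 (-2.72), which overlaps a gene on the opposite strand. Their adjusted p values in edgeR's test ranged from 4.02e-07 to 1.74e-05.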

Among the DEGs between wild type and the mutant, 67 genes showed significantly higher expression (>= 3-fold, *p* < 0.05) in the *OK*^*100*^*-oct* mutant under control conditions. Gene Ontology (GO) analysis indicated that these genes are enriched in plant response to chitin, fungus, bacterium, and oxidative stress, suggesting a potential role of the B2 and B3 RAFs in these biotic stress responses (Supplementary Data 4).

To further evaluate the role of B2 and B3 RAFs in ABA-induced gene expression, we used transient activation assays. We used the LUCIFERASE (LUC) reporter gene driven by the ABA-responsive *RD29B* promoter as an indicator of ABA response^8^. In the wild type, ABA clearly induced the expression of *RD29B-LUC* in the mesophyll cell protoplasts, while ABA-induced *RD29B-LUC* expression was completely abolished in the protoplasts of *OK*^*100*^*-oct*, *snrk2-triple*, *pyl112458*, and *abi1-1* mutants (Fig. 5d). Co-expression of RAF3, RAF5, or RAF11 fully rescued the ABA-induced expression of *RD29B-LUC*, and co-expression of RAF4, RAF6, RAF7, RAF9, or RAF10 partially rescued the ABA-induced expression of *RD29B-LUC* in the protoplasts of *OK*^*100*^*-oct* mutant (Fig. 5e). No rescue was seen with co-expression of RAF1, RAF2, RAF8, or RAF12 (Fig. 5e).

We then co-transfected SnRK2.2, SnRK2.3, or SnRK2.6 in the transient activation assays with each of RAF1 to RAF12 to evaluate the specificity of different RAFs for different SnRK2 activation (Fig. 5f). Protoplasts co-expressing RAF4, RAF5, RAF6, or RAF9 with SnRK2.2 had higher ABA-induced *RD29B-LUC* expression, while the combination of RAF3, RAF7, RAF8, or RAF10 with SnRK2.6 showed higher ABA-induced *RD29B-LUC* expression in the *OK*^*100*^*-oct* protoplasts. These results suggest that different RAFs exhibit activation specificity for SnRK2.2, SnRK2.3, or SnRK2.6. In addition, RAF3 and RAF7 could not rescue ABA-induced *RD29B-LUC* expression in the *pyl112458* protoplasts (Fig. 5g), which suggests that activation of SnRK2s by RAFs requires ABA-induced release of SnRK2s from PP2C inhibition.

### ABA does not activate B2 and B3 RAFs in plants

Unlike the strong activation of RAFs by hyperosmolarity, the kinase activity of RAFs was not enhanced by ABA treatment (Fig. 4f). Consistently, the phosphorylation of pSTAGTPEWMAPEVLR, a conserved peptide located in the activation loop of RAF2/EDR1 and RAF3, was not affected by ABA treatment but highly induced by osmotic stress caused by mannitol treatment (Fig. 6a, b, Supplementary Fig. 8a). Multiple phosphosites in this region also could be detected without ABA treatment^27,36^ (Fig. 6b, Supplementary Fig. 8a, b, highlighted in Supplementary Data 5). SnRK2.6 showed clearly induced phosphorylation in the peptide containing the phosphorylation site Ser175 by both ABA and mannitol treatments (Supplementary Fig. 8c). We further tested whether RAF3 phosphorylation is required for its activity on SnRK2.6 by generating a non-phosphorylatable mutation of RAF3. Co-transfection of RAF3^S763AS766AT770A^, with Ser to Ala substitutions in the activation loop, did not rescue the ABA-induced *RD29B-LUC* expression in the protoplasts of *OK*^*100*^*-oct* (Fig. 6c). RAF3^S763AS766AT770A^ completely lost its ability to phosphorylate SnRK2.6 in vitro (Fig. 6d, left panel). However, mutating these conserved residues of RAF10, producing RAF10^T706AT709AT713A^, hardly affected RAF10 activity in in vitro kinase or transient expression assays (Fig. 6d, right panel, Supplementary Fig. 8d). Therefore, the activation mechanism of RAF10 in the B2 RAF subgroup may differ from that of RAF3 in the B3 RAF subgroup. Taken together, these results indicate that B2 and B3 RAFs have basal levels of phosphorylation and activity under normal conditions and that application of ABA does not increase their phosphorylation.

**Fig. 6:**
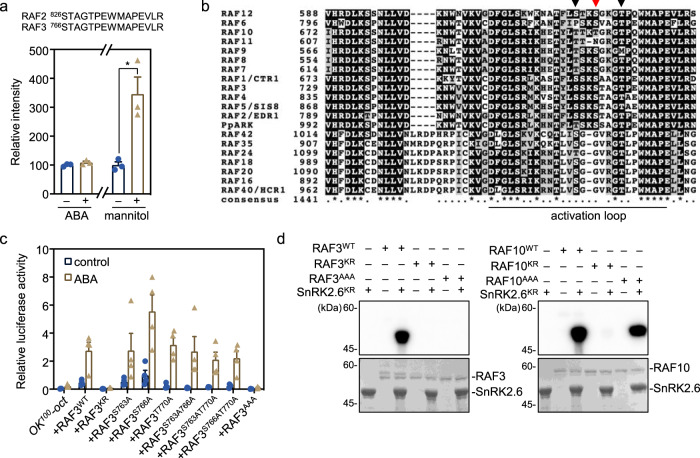
ABA does not activate B2 and B3 RAFs in plants. **a** The phosphorylation of the conserved phosphosite in RAF2 and RAF3 showing enhanced phosphorylation by mannitol but not ABA treatment. The relative intensity of the phosphopeptide was obtained from previous phosphoproteomics results (*n* = 3 biological replicates). **b** Sequence alignment showing the conserved phosphosites (indicated by arrows) in the activation loop of Arabidopsis B2, B3, B4 RAFs, and PpARK/PpCTR1 from *Physcomitrella patens*. The conserved serine residues corresponding to Ser1029 in PpARK/PpCTR1 are highlighted by the red arrow. **c** Activation of the reporter gene by wild type and the non-phosphorylatable mutants of Ser763, Ser766, and Thr770 in RAF3 in transient reporter gene expression in protoplasts of *OK*^*100*^*-oct*. RAF3^K636R^ (RAF3^KR^), a kinase-dead form of RAF3, is used as a control. Error bars, SEM (*n* = 3 individual transfections). **d** Phosphorylation of SnRK2.6^KR^ by recombinant kinase domain of RAF3 and RAF10. Wild type and mutated recombinant GST-RAF3-KD (left panel) and GST-RAF10-KD (right panel) was used to determine the phosphorylation of SnRK2.6^KR^ expressed and purified from *E. coli* in the presence of [γ-^32^P]ATP. GST-RAF3^K636R^ (RAF3^KR^) and GST-RAF10^K515R^ (RAF10^KR^) were used as negative controls. Autoradiograph (upper) and Coomassie staining (lower) show phosphorylation and loading, respectively, of purified GST-RAF3-KD, GST-RAF10-KD, and HIS-SnRK2.6^KR^. Images shown are representative of at least two independent experiments. Source data are provided in Source Data.

## Discussion

Subgroup B RAFs belong to the MITOGEN-ACTIVATED PROTEIN KINASE KINASE KINASE (MAPKKK) family due to their similarity with animal B-Raf protein kinases^37–39^. In a canonical MAPK cascade, MAPKKKs are activated by extracellular signals and phosphorylate and activate MAPK KINASEs (MAPKKs), which then phosphorylate and activate MAPKs to regulate various cellular processes. Instead of phosphorylating MAPKKs, after rapid activation by osmotic stresses, B2, B3, and B4 RAFs phosphorylate and activate SnRK2s^27–31^. Plants use this noncanonical RAF-SnRK2 cascade to relay early osmotic stress signaling. Here we show a unique initiation-amplification mechanism of RAF-SnRK2 in ABA signaling to ensure rapid activation of SnRK2s with a basal level of Raf kinase activity (Fig. 7). Unlike the B4 subgroup RAFs, which are quickly activated by hyperosmolality^27^, the application of exogenous ABA does not enhance the phosphorylation or activity of B2 and B3 subgroup RAFs, as indicated by in-gel kinase assays and phosphoproteomics (Figs. 4 and 6). The phosphoproteomics and the in-gel kinase assay result also revealed the existence of basal-level phosphorylation and activity of B2 and B3 RAFs even without ABA (Figs. 4f and 6a, Supplementary Data 5). This basal level activation of RAFs might be necessary and sufficient for maintaining the SnRK2 activity and ABA signaling required for normal growth and development^6^. The upstream kinases or other mechanisms for this basal activity of RAFs need to be determined in the future. In the presence of ABA, the ABA and PYR1/PYL/RCAR complex releases SnRK2s from PP2C-mediated inhibition, resulting in the accumulation of uninhibited forms of SnRK2s. The RAFs quickly trans-phosphorylate uninhibited SnRK2s to initiate SnRK2 activation. The activated SnRK2s then intermolecularly transphosphorylate and activate other SnRK2 molecules not yet activated by RAFs, to amplify the ABA signaling (Fig. 7). By this activation-amplification mechanism, the basal level activity of RAF kinases is sufficient to quickly activate SnRK2s to transduce the ABA signal. It would be interesting to apply the ATP analog-based method to evaluate whether this activation-amplification mechanism also exists in other kinase cascades in plants or animal cells, as autophosphorylation is a general feature of many protein kinases.

**Fig. 7:**
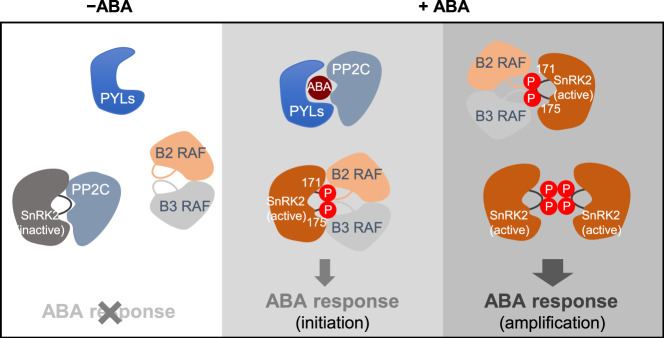
A model illustrating the role of B2 and B3 RAFs in ABA signaling in Arabidopsis. Under unstressed conditions, PP2C binds to and inhibits SnRK2 protein to prevent the transphosphorylation by activated RAFs (left panel). In the presence of ABA, ABA receptor PYR/PYL/RCARs (PYL) complex binds to and inhibits PP2C and SnRK2 is released from PP2C-mediated inhibition. SnRK2 can then be quickly activated by RAFs. In the meantime, stress also activates RAFs by an unknown mechanism (middle panel). The activated SnRK2 can quickly trans-phosphorylate more SnRK2 proteins to amplify the activation and phosphorylate downstream substrates to mediate stress responses (right panel).

Several B3 subgroup Raf-like kinases, M3Kδ6/SIS8/RAF5, M3Kδ7/RAF4, M3Kδ1/RAF3, and RAF6, phosphorylate SnRK2.6, and are essential for ABA-induced SnRK2 activation^27,28^. In this study, we show that the B2 subgroup RAFs, together with B3 subgroup, have an essential role in the ABA core signaling pathway. *OK*^*100*^*-nonu* and *OK*^*100*^*-oct* show strong ABA-insensitivity in germination, leaf yellowing, and stomatal closure. The *OK*^*100*^*-nonu* seeds even germinate at an ABA concentration of up to 25 µM (Fig. 4). To our knowledge, *OK*^*100*^*-oct* and *OK*^*100*^*-nonu* are among the few mutants, including *snrk2-triple*, *pyl112458* and *pyl-duodec*, that can germinate on such an extremely high concentration of ABA, further supporting the critical role of the B2 and B3 RAFs in ABA responses. However, ABA-insensitivity of *OK*^*100*^*-nonu* is still not identical with that of *snrk2-triple* and *pyl* high-order mutants. This suggests that, besides B2 and B3 RAFs, additional protein kinases also participate in ABA-induced SnRK2 activation. At least two protein kinases, BRASSINOSTEROID-INSENSITIVE2 (BIN2) and BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1 (BAK1), can phosphorylate SnRK2s and are involved in ABA signaling^40,41^. BIN2 likely phosphorylates only SnRK2.2 and SnRK2.3, but not SnRK2.6^41^, at the conserved threonine corresponding to Thr179 in SnRK2.6 (Supplementary Fig. 2). Thus, whether BIN2, or other members of the GSK family, cooperate with RAFs in amplifying ABA-triggered SnRK2 activation, needs to be further studied.

Although both B2 and B3 RAFs are essential for ABA-induced SnRK2 activation, they might have distinct roles in some ABA-regulated biological processes. *OK*^*100*^*-B3*, but not *OK*^*100*^*-B2*, has arrested growth in soil, suggesting a unique role of B3 subgroup RAFs in growth regulation (Fig. 3). *OK*^*100*^*-B2* shows similar ABA-insensitivity on medium with or without sucrose, whereas *OK*^*100*^*-B3* only shows strong ABA-insensitivity with exogenous sucrose (Fig. 3). Supporting this notion, the *miRNA-M3K* was screened from the medium containing sucrose^28,42^. RAF3-5 and RAF7-9 might have more dominant roles in germination and seedling establishment, while RAF3, RAF5, RAF7, and RAF11 rescue the ABA-induced *RD29B-LUC* expression more robustly. Several key regulators in ABA signaling and synthesis are also involved in sugar responses^43,44^. Mutants *raf1/ctr1*/*sis1*, and *raf5/sis8*, are resistant to high concentrations of sugar^45,46^. Together with these findings, our results suggest a crucial role of B3 subgroup RAFs in sucrose signaling and/or in seed development (e.g., in the accumulation of energy reserve in the seeds). It is notable that the role of RAFs in rescuing ABA-induced *RD29B-LUC* transcription is not identical to their contribution in gemination and seedling establishment, further indicating that different RAFs have various contributions to different ABA-mediated biological processes. Such functional diversity is also observed in the 14 PYR1/PYL/RCAR ABA receptors. Only *pyl112458*, but not *3791112* (*pyl3/7/9/11/12*) shows arrested growth under normal condition^33^. By contrast, *pyl112458* has more predominant roles in ABA-mediated regulation of germination, stomatal movement, etc.^33^. In guard cell, PYL2 is sufficient for guard cell ABA-induced responses, whereas in the responses to CO_2_, PYL4 and PYL5 are essential^47^. PYL8 directly binds to the transcription factor MYB77 to regulate auxin responsive gene expression^48^. PYR1 especially participates in cross-talk between salicylic acid and ethylene, thereby redirecting defense disease resistance towards fungal *Plectosphaerella cucumerina*^49^. In Arabidopsis, 14 PYLs, at least 8 PP2Cs, three SnRK2s, and 12 members of the B2 and B3 RAF subgroups comprise a complex network in ABA sensing and signaling, which may ensure that plants precisely respond to ever-changing environments. The engineering of ABA receptors is an efficient way to improve stress resistance in both Arabidopsis and crops^50–52^. Our findings regarding B2 and B3 RAFs in stress signaling provide additional targets (e.g., ectopic expression of stress-inducible or constitutively activated forms of RAFs in guard cells) for engineering crops resistant to harsh environmental conditions.

Besides involvement in sugar and ABA signaling, CTR1/RAF1 is a crucial component in ethylene signaling. We excluded RAF1/CTR1 from the OK^100^ high-order mutants because the *ctr1* mutant displays severe growth inhibition under normal conditions^35^. However, although the KD of RAF1/CTR1 strongly phosphorylates SnRK2.6 in vitro, neither the full-length RAF1/CTR1 nor RAF1/CTR1-KD rescued the ABA-induced expression of *RD29B-LUC* in the protoplasts of *OK*^*100*^*-oct* (Supplementary Fig. 8e). Thus, additional mechanisms may determine RAF1 specificity in vivo. Similarly, RAF2, RAF8, and RAF12 only show weak activities on the induction of *RD29B-LUC* expression in the protoplasts. The roles of these RAFs in ABA signaling therefore need to be further investigated.

The phosphorylation of Ser1029 of the ABA AND ABIOTIC STRESS-RESPONSIVE RAF-LIKE KINASE (PpARK)/PpCTR1 in *Physcomitrella patens* is induced by exogenous ABA in *P. patens*^53–55^, which is inconsistent with our observations on RAF3 and RAF10 (Fig. 6). Therefore, *P. patens* and higher plants may adopt different machinery to relay ABA signaling. In addition, non-phosphorylatable mutations at Ser1029 in PpARK/PpCTR1, or Ser763Ser766AThr770 in RAF3, abolished their kinase activities, suggesting phosphorylation-dependent activation of PpARK/PpCTR1 and RAF3. By contrast, the activation of RAF10 might be independent of phosphorylation. In animal cells, RAF kinases can be activated through phosphorylation, dimerization, or by binding of small GTPases, scaffold protein, 14-3-3 proteins, etc.^56–58^. Future work will investigate the phosphorylation or other activation mechanisms of RAF-SnRK2 cascades in different plant species and their roles in plant adaptive plasticity.

## Methods

### Seed germination and plant growth assay

Seeds were surface-sterilized in 70% ethanol for 10 min, followed by four times washing with sterile-deionized water. For the germination assay, seeds were sown on 1/2 Murashige and Skoog (MS) medium (0.75% agar, pH 5.7) with or without the indicated concentrations of ABA and 1% sucrose. Plates were kept at 4 °C for 3 days in darkness for stratification and then shifted to a plant growth chamber set at 23 °C and a 16 h light/8 h dark photoperiod. After 72 h of transfer, radical emergence was examined, and photographs of seedlings were taken at the times indicated. For growth assays, seeds were placed on 1/2 MS medium (0.75% agar, pH 5.7) and plates were placed vertically in a plant growth chamber after 3 days of stratification. After 3–4 days, the seedlings were transferred to medium with or without the indicated concentrations of ABA. Root length and fresh weight were measured at the indicated days. For seed dormancy assays, fresh seeds were harvested and sown on 1/2 MS medium (0.75% agar, pH 5.7) and plates were placed in a plant growth chamber. Radical emergence was measured 48 h after transferring.

### Generation of OK^100^ high-order mutants

The clustered regularly interspaced short palindromic repeats/CRISPR-associated 9 (CRISPR-Cas9) and guide RNA fragment from pCAMBIA-2300-11RAFs^27^ was cloned into pCAMBIA-1300. The resulting vectors containing sgRNAs targeting B2, B3, or B2/B3 RAFs were used to transform wild type to generate *OK*^*100*^*-B2, OK*^*100*^*-B3, OK*^*100*^*-oct*, and *OK*^*100*^*-nonu*. The transgenic plants were screened for hygromycin resistance. The T1 transformants were identified by sequencing the fragments with the RAF target regions, which were amplified by PCR using primer pairs listed in Supplementary Data 6.

### In-gel kinase assay

For in-gel kinase assays, 20 µg extract of total proteins were electrophoresed on 10% SDS/PAGE embedded with histone in the separating gel as a substrate for kinase. The gel was then washed three times at room temperature for 30 min each with washing buffer (25 mM Tris-Cl, pH 7.5, 0.5 mM Dithiothreitol (DTT), 0.1 mM Na_3_VO_4_, 5 mM NaF, 0.5 mg/mL BSA, and 0.1% Triton X-100). The kinase was allowed to renature in renaturing buffer (25 mM Tris-HCl, pH 7.5, 1 mM DTT, 0.1 mM Na_3_VO_4_, and 5 mM NaF) and incubated at 4 °C overnight with three changes of renaturing buffer. The gel was further incubated at room temperature in 30 mL reaction buffer (25 mM Tris-Cl, pH 7.5, 2 mM EGTA, 12 mM MgCl_2_, 1 mM DTT, and 0.1 mM Na_3_VO_4_) with 200 nM ATP plus 50 µCi of [γ-^32^P]ATP for 90 min. The reaction was stopped by transferring the gel into 5% (w/v) trichloroacetic acid and 1% (w/v) sodium pyrophosphate. The gel was then washed to remove unincorporated [γ-^32^P]ATP in the same solution for at least 5 h with five changes. Radioactivity was detected with a Personal Molecular Imager (Bio-Rad).

### RNA sequencing and data analysis

Total RNA was isolated from two-week-old seedlings of Col-0 and *OK*^*100*^*-oct* mutant, with and without ABA treatment, using RNeasy Plant Mini Kit (Qiagen). Total RNA (1 µg) was used for library preparation with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England BioLabs, E7765) following the manufacturer’s instructions. Prepared libraries were assessed for fragment size using NGS High-Sensitivity kit on a Fragment Analyzer (AATI), and for quantity using Qubit 2.0 fluorometer (Thermo Fisher Scientific) and KAPA Library Quantification Kit (Kapa, KK4824). All libraries were sequenced in paired-end 150 bases protocol (PE150) on an Illumina Nova sequencer.

The paired-end reads were cleaned by Trimmomatic^59^ (version 0.39). After trimming the adapter sequence, removing low quality bases, and filtering short reads, clear read pairs were retained for further analysis. The *Arabidopsis thaliana* reference genome sequence was downloaded from TAIR10. Clean reads were mapped to the genome sequence by HISAT (2.1.0)^60^ with default parameters. Number of reads that were mapped to each gene was calculated with the htseq-count script in HTSeq (0.11.2)^61^. EdgeR^62^ was used to identify genes that were differentially expressed. Genes with at least three-fold change in expression and with an FDR < 0.05 were considered differentially expressed genes (DEGs).

### Analysis of gene expression by qRT-PCR

Total RNA was extracted from two-week-old wild-type, *OK*^*100*^*-oct*, and*OK*^*100*^*-nonu* seedlings with or without 50 µM ABA treatment for 6 h. Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s instructions. Genomic DNA was removed using RNase-free DNase and subsequently, 1 µg of total RNA was reverse transcribed using the iScript^TM^ gDNA Clear cDNA Synthesis Kit (Bio-Rad) following the manufacturer’s instructions. The actin gene was used as an internal control. Quantification was performed using three independent biological replicates.

### Water loss measurement

The water loss was estimated on detached rosette leaves of 4-week-old plants by weighing using a weighing dish. Leaves were then kept on the laboratory bench for at least 30 min. Fresh weight was monitored before and after the procedure and at the times indicated. Water loss was expressed as a percentage of initial fresh weight.

### Stomatal bioassay

For stomatal aperture assay, rosette leaves of 4-week-old Arabidopsis seedlings were taken. Epidermal strips were peeled out and incubated in buffer containing 50 mM KCl, 10 mM MES, pH 6.15, in a plant growth chamber for 3 h before ABA treatment. Stomatal apertures were measured 2 h after the addition of 5 μM ABA. The apertures of about 60 stomata per sample were measured by quantifying the pore width of stomata using Image J software (1.51 K). All the experiments were repeated at least three times.

### Protein purification and in vitro kinase assay

For in vitro kinase assays, full-length coding sequence of SnRK2.6 and kinase domains of RAFs were cloned into either *pGEX-4T-1*, *pET28a* or *pET-SUMO* vectors and transformed into BL21 or ArecticExpression cells. The recombinant proteins were expressed and purified using standard protocols. For the phosphorylation assay, recombinant kinase domains of RAFs (aa541-821 for RAF1-KD, aa650-933 for RAF2-KD, aa600-880 for RAF3-KD, aa710-992 for RAF4-KD, aa733-1030 for RAF5-KD, aa645-956 for RAF6-KD, aa470-773 for RAF7-KD, aa424-671 for RAF8-KD, aa436-730 for RAF9-KD, aa466-767 for RAF10-KD, aa472-765 for RAF11-KD, aa457-735 for RAF12-KD) were incubated with “kinase-dead” forms of SnRK2.6 with or without Ser to Ala mutations at Ser171 and Ser175 in reaction buffer (25 mM Tris HCl, pH 7.4, 12 mM MgCl_2_, 2 mM DTT), with 1 μM ATP plus 1 µCi of [γ-^32^P] ATP for 30 min at 30 °C. Reactions were stopped by boiling in SDS sample buffer and proteins were separated by 10% SDS-PAGE.

For the dephosphorylation assay, SnRK2.6^M94G^ coated on Glutathione Sepharose (Cytiva) were dephosphorylated with Lambda Protein Phosphatase (λPP, NEB, P0753S) for 30 min and the λPP was removed by washing three times with protein buffer (25 mM Tris HCl, pH 7.4, 150 mM NaCl). To detect the effects of RAF3-KD and RAF10-KD on SnRK2.6^M94G^, SnRK2.2^M96G^, and SnRK2.3^M95G^ thiophosphorylation and activity, recombinant GST-RAF3/10-KD was incubated with pre-dephosphorylated SnRK2.6^M94G^, SnRK2.2^M96G^, or SnRK2.3^M95G^ for 30 min in reaction buffer (25 mM Tris HCl, pH 7.4, 12 mM MgCl_2_, 2 mM MnCl_2_, 0.5 mM DTT, 50 μM ATP, 50 μM N^6^-Benzyl-ATPγS). Then ABF2 was added to the reaction and incubated for an additional 30 min. This phosphorylation reaction was stopped by adding EDTA to a final concentration of 25 μM. A final concentration of 2.5 mM p-nitrobenzyl mesylate (Abcam, ab138910) was added to proceed the alkylating reaction for 1 h at room temperature. Samples with SDS sample buffer were boiled and separated by SDS-PAGE, transferred to Polyvinylidene fluoride (PVDF) membrane, and immunoblotted with antibodies against thiophosphate ester (Abcam, ab92570). To pre-activate SnRK2.6, HIS-SUMO-RAF-KD proteins were coated on the Ni-NTA beads and incubated with SnRK2.6 (in solution) in the presence of ATP. HIS-SUMO-RAF-KD were removed by centrifuging after the reaction.

### Protoplast isolation and transactivation assay

Protoplasts were isolated from leaves of 4-week-old plants grown under a short photoperiod (10 h light at 23 °C/14 h dark at 20 °C). Leaf strips were excised from the middle parts of young rosette leaves, dipped in enzyme solution containing cellulase R10 (Yakult Pharmaceutical Industry) and macerozyme R10 (Yakult Pharmaceutical Industry) and incubated at room temperature in the dark. The protoplast solution was diluted with an equal volume of W5 solution (2 mM MES, pH 5.7, 154 mM NaCl, 125 mM CaCl_2_, and 5 mM KCl) and filtered through a nylon mesh. The flow-through was centrifuged at 100 *g* for 2 min to pellet the protoplasts. Protoplasts were resuspended in W5 solution and incubated for 30 min. 100 μL of protoplasts suspended in MMG solution (4 mM MES, pH 5.7, 0.4 M mannitol, and 15 mM MgCl_2_) were mixed with the plasmid mix and added to 110 μL PEG solution (40% w/v PEG-4000, 0.2 M mannitol, and 100 mM CaCl_2_). The transfection mixture was mixed completely by gently tapping the tube followed by incubation at room temperature for 5 min. The protoplasts were washed twice with 1 mL W5 solution. After transfection, protoplasts were left for incubation for a further 5 h under light in washing and incubation solution (0.5 M mannitol, 20 mM KCl, 4 mM MES, pH 5.7) with or without 5 μM ABA. The *RD29B-LUC* (7 μg of plasmid per transfection) and *ZmUBQ-GUS* (1 μg per transfection) were used as an ABA-responsive reporter gene and as an internal control, respectively. For wild-type and mutated *RAF*, *SnRK2* plasmids, 3 μg per transfection were used. After transfection, protoplasts were incubated for 5 h under light in washing and incubation solution (0.5 M mannitol, 20 mM KCl, 4 mM MES, pH 5.7) with or without 5 μM ABA. The mutations were introduced into wild-type RAFs using the primers listed in Supplementary Data 6.

### Generation of anti-pS171-SnRK2.6 antibody

The anti-pS171-SnRK2.6 antibody was generated by ABcloneal. Phosphopeptide C-KSSVLHpSQPK was synthesized and used as an antigen to immunize rabbit and generate the polyclonal anti-phosphorylation antibody. Phosphorylation-non-specific antibody was removed using peptide C-KSSVLHSQPK.

### Immunoblotting

30 mg seedling samples of wild-type, *OK*^*100*^*-oct*, and *OK*^*100*^*-nonu* were ground into fine powder in liquid nitrogen. Total proteins were extracted in 100 μL protein extraction buffer (100 mM HEPES, pH 7.5, 5 mM EDTA, 5 mM EGTA, 10 mM DTT, 10 mM Na_3_VO_4_, 10 mM NaF, 50 mM β-glycerophosphate, 1 mM PMSF, 5 μg/mL leupeptin, 5 μg/mL antipain, 5 μg/mL aprotinin, and 5% glycerol). Cell debris was removed by centrifugation at 12,000 *g* at 4 °C for 40 min and supernatant was collected. 20 µg protein were separated by 10% SDS/PAGE, and the proteins were transferred to PVDF membrane. Blots were probed with primary antibodies against SnRK2.2/2.3/2.6 (Agrisera) at a dilution of 1:5000, p-S175-SnRK2.6 at a dilution of 1:5000^33^, and p-S171-SnRK2.6 (ABclonal) at a dilution of 1:5000. Anti-actin antibody (ABclonal) was used as the loading control at a dilution of 1:10,000. Secondary anti-rabbit antibodies at a dilution of 1:20,000 were used to detect antibodies in conjugation with secondary horseradish peroxidase and enhanced chemoluminescence reagent (ShengEr).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Reporting Summary

## Data Availability

The RNA sequencing data were deposited to the GEO database with the dataset identifier GSE152691. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Finkelstein R (2013). Abscisic acid synthesis and response. Arabidopsis Book.

[2] Cutler SR, Rodriguez PL, Finkelstein RR, Abrams SR (2009). Abscisic acid: emergence of a core signaling network. Annu. Rev. Plant Biol..

[3] Raghavendra AS, Gonugunta VK, Christmann A, Grill E (2010). ABA perception and signalling. Trends Plant Sci..

[4] Chen K (2020). Abscisic acid dynamics, signaling, and functions in plants. J. Integr. Plant Biol..

[5] Qi J (2018). Reactive oxygen species signaling and stomatal movement in plant responses to drought stress and pathogen attack. J. Integr. Plant Biol..

[6] Hsu PK, Dubeaux G, Takahashi Y, Schroeder JI (2021). Signaling mechanisms in abscisic acid-mediated stomatal closure. Plant J..

[7] Yoshida T, Christmann A, Yamaguchi-Shinozaki K, Grill E, Fernie AR (2019). Revisiting the basal role of aba - roles outside of Stress. Trends Plant Sci..

[8] Fujii H (2009). In vitro reconstitution of an abscisic acid signalling pathway. Nature.

[9] Ma Y (2009). Regulators of PP2C phosphatase activity function as abscisic acid sensors. Science.

[10] Park S-Y (2009). Abscisic acid inhibits type 2C protein phosphatases via the PYR/PYL family of START proteins. Science.

[11] Boudsocq M, Barbier-Brygoo H, Christiane L (2004). Identification of nine sucrose nonfermenting 1-related protein kinases 2 activated by hyperosmotic and saline stresses in *Arabidopsis thaliana*. J. Biol. Chem..

[12] Fujii H, Verslues PE, Zhu J-K (2011). Arabidopsis decuple mutant reveals the importance of SnRK2 kinases in osmotic stress responses in vivo. Proc. Natl Acad. Sci. USA.

[13] Fujii H, Zhu J-K (2009). Arabidopsis mutant deficient in 3 abscisic acid-activated protein kinases reveals critical roles in growth, reproduction, and stress. Proc. Natl Acad. Sci. USA.

[14] Fujita Y (2009). Three SnRK2 protein kinases are the main positive regulators of abscisic acid signaling in response to water stress in Arabidopsis. Plant Cell Physiol..

[15] Mustilli A-C, Merlot S, Vavasseur A, Fenzi F, Giraudat J (2002). Arabidopsis OST1 protein kinase mediates the regulation of stomatal aperture by abscisic acid and acts upstream of reactive oxygen species production. Plant Cell.

[16] Fujii H, Verslues PE, Zhu J-K (2007). Identification of two protein kinases required for abscisic acid regulation of seed germination, root growth, and gene expression in Arabidopsis. Plant Cell.

[17] Vlad F (2010). Phospho-site mapping, genetic and in planta activation studies reveal key aspects of the different phosphorylation mechanisms involved in activation of SnRK2s. Plant J..

[18] Boudsocq M, Laurière C (2005). Osmotic signaling in plants: multiple pathways mediated by emerging kinase families. Plant Physiol..

[19] Belin C (2006). Identification of features regulating OST1 kinase activity and OST1 function in guard cells. Plant Physiol..

[20] Soon F-F (2012). Molecular mimicry regulates ABA signaling by SnRK2 kinases and PP2C phosphatases. Science.

[21] Vlad F (2009). Protein phosphatases 2C regulate the activation of the Snf1-related kinase OST1 by abscisic acid in Arabidopsis. Plant Cell.

[22] Umezawa T (2009). Type 2C protein phosphatases directly regulate abscisic acid-activated protein kinases in Arabidopsis. Proc. Natl Acad. Sci. USA.

[23] Rubio S (2009). Triple loss of function of protein phosphatases type 2C leads to partial constitutive response to endogenous abscisic acid. Plant Physiol..

[24] Miyazono K-i (2009). Structural basis of abscisic acid signalling. Nature.

[25] Nishimura N (2009). Structural mechanism of abscisic acid binding and signaling by dimeric PYR1. Science.

[26] Ng LM (2011). Structural basis for basal activity and autoactivation of abscisic acid (ABA) signaling SnRK2 kinases. Proc. Natl Acad. Sci. USA.

[27] Lin Z (2020). A RAF-SnRK2 kinase cascade mediates early osmotic stress signaling in higher plants. Nat. Commun..

[28] Takahashi Y (2020). MAP3Kinase-dependent SnRK2-kinase activation is required for abscisic acid signal transduction and rapid osmotic stress response. Nat. Commun..

[29] Lozano-Juste J, Alrefaei AF, Rodriguez PL (2020). Plant osmotic stress signaling: MAPKKKs meet SnRK2s. Trends Plant Sci..

[30] Katsuta S (2020). Arabidopsis Raf-like kinases act as positive regulators of subclass III SnRK2 in osmostress signaling. Plant J..

[31] Soma F, Takahashi F, Suzuki T, Shinozaki K, Yamaguchi-Shinozaki K (2020). Plant Raf-like kinases regulate the mRNA population upstream of ABA-unresponsive SnRK2 kinases under drought stress. Nat. Commun..

[32] Nguyen QTC (2019). Arabidopsis Raf-like kinase Raf10 is a regulatory component of core aba signaling. Mol. Cells.

[33] Zhao Y (2018). Arabidopsis duodecuple mutant of pyl aba receptors reveals PYL repression of ABA-independent SnRK2 activity. Cell Rep..

[34] Gonzalez-Guzman M (2012). Arabidopsis PYR/PYL/RCAR receptors play a major role in quantitative regulation of stomatal aperture and transcriptional response to abscisic acid. Plant Cell.

[35] Kieber JJ, Rothenberg M, Roman G, Feldmann KA, Ecker JR (1993). CTR1, a negative regulator of the ethylene response pathway in arabidopsis, encodes a member of the Raf family of protein kinases. Cell.

[36] Wang P (2018). Reciprocal regulation of the TOR kinase and ABA receptor balances plant growth and stress response. Mol. Cell.

[37] Komis G, Šamajová O, Ovečka M, Šamaj J (2018). Cell and developmental biology of plant mitogen-activated protein kinases. Annu. Rev. Plant Biol..

[38] Zhang M, Su J, Zhang Y, Xu J, Zhang S (2018). Conveying endogenous and exogenous signals: MAPK cascades in plant growth and defense. Curr. Opin. Plant Biol..

[39] Ichimura K (2002). Mitogen-activated protein kinase cascades in plants: a new nomenclature. Trends Plant Sci..

[40] Shang Y, Dai C, Lee MM, Kwak JM, Nam KH (2016). BRI1-associated receptor kinase 1 regulates guard cell ABA signaling mediated by open stomata 1 in Arabidopsis. Mol. Plant.

[41] Cai Z (2014). GSK3-like kinases positively modulate abscisic acid signaling through phosphorylating subgroup III SnRK2s in Arabidopsis. Proc. Natl Acad. Sci. USA.

[42] Hauser F (2013). A genomic-scale artificial microRNA library as a tool to investigate the functionally redundant gene space in Arabidopsis. Plant Cell.

[43] Finkelstein RR, Gibson SI (2002). ABA and sugar interactions regulating development: cross-talk or voices in a crowd?. Curr. Opin. Plant Biol..

[44] Gazzarrini S, McCourt P (2001). Genetic interactions between ABA, ethylene and sugar signaling pathways. Curr. Opin. Plant Biol..

[45] Huang Y, Li CY, Qi Y, Park S, Gibson SI (2014). SIS8, a putative mitogen-activated protein kinase kinase kinase, regulates sugar-resistant seedling development in Arabidopsis. Plant J..

[46] Gibson SI, Laby RJ, Kim D (2001). The sugar-insensitive1 (sis1) mutant of Arabidopsis is lllelic to *ctr1*. Biochem. Biophy. Res. Commun..

[47] Dittrich M (2019). The role of Arabidopsis ABA receptors from the PYR/PYL/RCAR family in stomatal acclimation and closure signal integration. Nat. Plants.

[48] Zhao Y (2014). The ABA receptor PYL8 promotes lateral root growth by enhancing myb77-dependent transcription of auxin-responsive Genes. Sci. Signal..

[49] García-Andrade J, González B, Gonzalez-Guzman M, Rodriguez PL, Vera P (2020). The role of ABA in plant immunity is mediated through the PYR1 receptor. Int. J. Mol. Sci..

[50] Park SY (2015). Agrochemical control of plant water use using engineered abscisic acid receptors. Nature.

[51] Vaidya, A. S. et al. Dynamic control of plant water use using designed ABA receptor agonists. *Science***366**, eaaw8848 (2019).10.1126/science.aaw884831649167

[52] Zhao Y (2016). ABA receptor PYL9 promotes drought resistance and leaf senescence. Proc. Natl Acad. Sci. USA.

[53] Amagai A (2018). Phosphoproteomic profiling reveals ABA-responsive phosphosignaling pathways in *Physcomitrella patens*. Plant J..

[54] Yasumura Y (2015). An ancestral role for CONSTITUTIVE TRIPLE RESPONSE1 proteins in both ethylene and abscisic acid signaling. Plant Physiol..

[55] Saruhashi M (2015). Plant Raf-like kinase integrates abscisic acid and hyperosmotic stress signaling upstream of SNF1-related protein kinase2. Proc. Natl Acad. Sci. USA.

[56] Lavoie H, Therrien M (2015). Regulation of RAF protein kinases in ERK signalling. Nat. Rev. Mol. Cell Biol..

[57] Karoulia Z, Gavathiotis E, Poulikakos PI (2017). New perspectives for targeting RAF kinase in human cancer. Nat. Rev. Cancer.

[58] Chong H, Vikis HG, Guan KL (2003). Mechanisms of regulating the Raf kinase family. Cell Signal..

[59] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[60] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[61] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[62] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

# Supplementary material for: Initiation and amplification of SnRK2 activation in abscisic acid signaling
**Source:** Nat Commun. 2021 Apr 28;12:2456. doi: 10.1038/s41467-021-22812-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Initiation and amplification of SnRK2 activation in abscisic acid signaling**

Lin et al.,

Supplemental Information

### **This file includes:**

Supplementary Table 1

Supplementary Figure 1 to Figure 8 with figure legends.

**Table S1. Genotypes of 103 F2 seedlings with ABA hyposensitivity.**

|       | AGI ID    | Homo | Heter | WT | $\chi^2$ | P value |
|-------|-----------|------|-------|----|----------|---------|
| RAF3  | AT5G11850 | 101  | 2     | 0  | 293.23   | <0.0001 |
| RAF4  | AT1G18160 | 61   | 40    | 2  | 72.72    | <0.0001 |
| RAF5  | AT1G73660 | 89   | 14    | 0  | 208.41   | <0.0001 |
| RAF6  | AT4G24480 | 8    | 34    | 61 | 66.44    | <0.0001 |
| RAF7  | AT3G06620 | 62   | 32    | 7  | 77.85    | <0.0001 |
| RAF10 | AT5G49470 | 34   | 54    | 15 | 7.85     | 0.0266  |
| RAF11 | AT1G67890 | 30   | 60    | 13 | 8.48     | 0.0148  |

The association between ABA hyposensitivity and RAF mutation status was estimated using Pearson's chi-squared test. Homo, number of homozygous, Heter, number of heterozygous, WT, number of wild type. Source data are provided in Source Data.

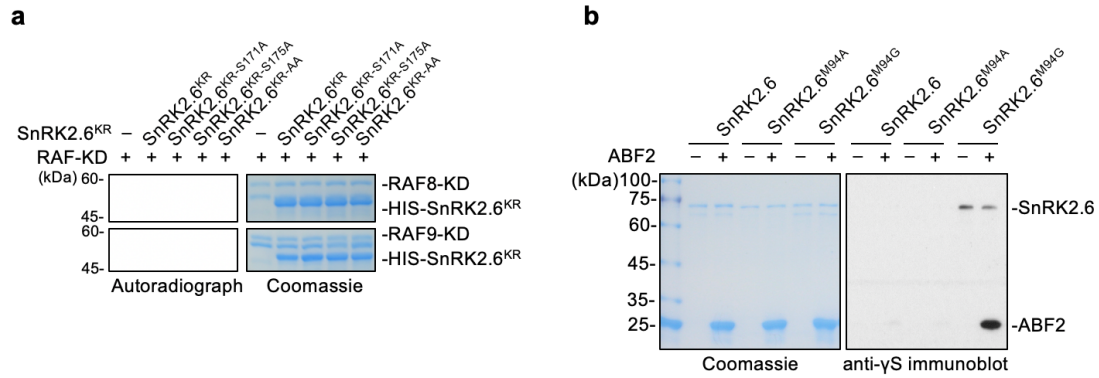

### Supplementary Figure 1. RAFs phosphorylate SnRK2.6 *in vitro*.

**a** No detectable kinase activity of RAF8-KD and RAF9-KD *in vitro*. Recombinant RAF8-KD or RAF9-KD cannot phosphorylate wild type or mutated SnRK2.6<sup>KR</sup> expressed and purified from *E. coli* in the presence of [ $\gamma$ -<sup>32</sup>P]ATP. Autoradiograph (left) and Coomassie staining (right) show phosphorylation and loading, respectively, of purified GST-RAF-KD and HIS-SnRK2.6<sup>KR</sup>. **b** SnRK2.6<sup>M94G</sup>, but not SnRK2.6<sup>M94A</sup> or wild type SnRK2.6, can use N<sup>6</sup>-Benzyl-ATP $\gamma$ S to thiophosphorylate ABF2. Anti- $\gamma$ -S immunoblot (right) and Coomassie staining (left) show thiophosphorylation and loading, respectively, of recombinant GST-SnRK2.6 and GST-ABF2. Images shown are representative of two independent experiments. Source data are provided in Source Data.

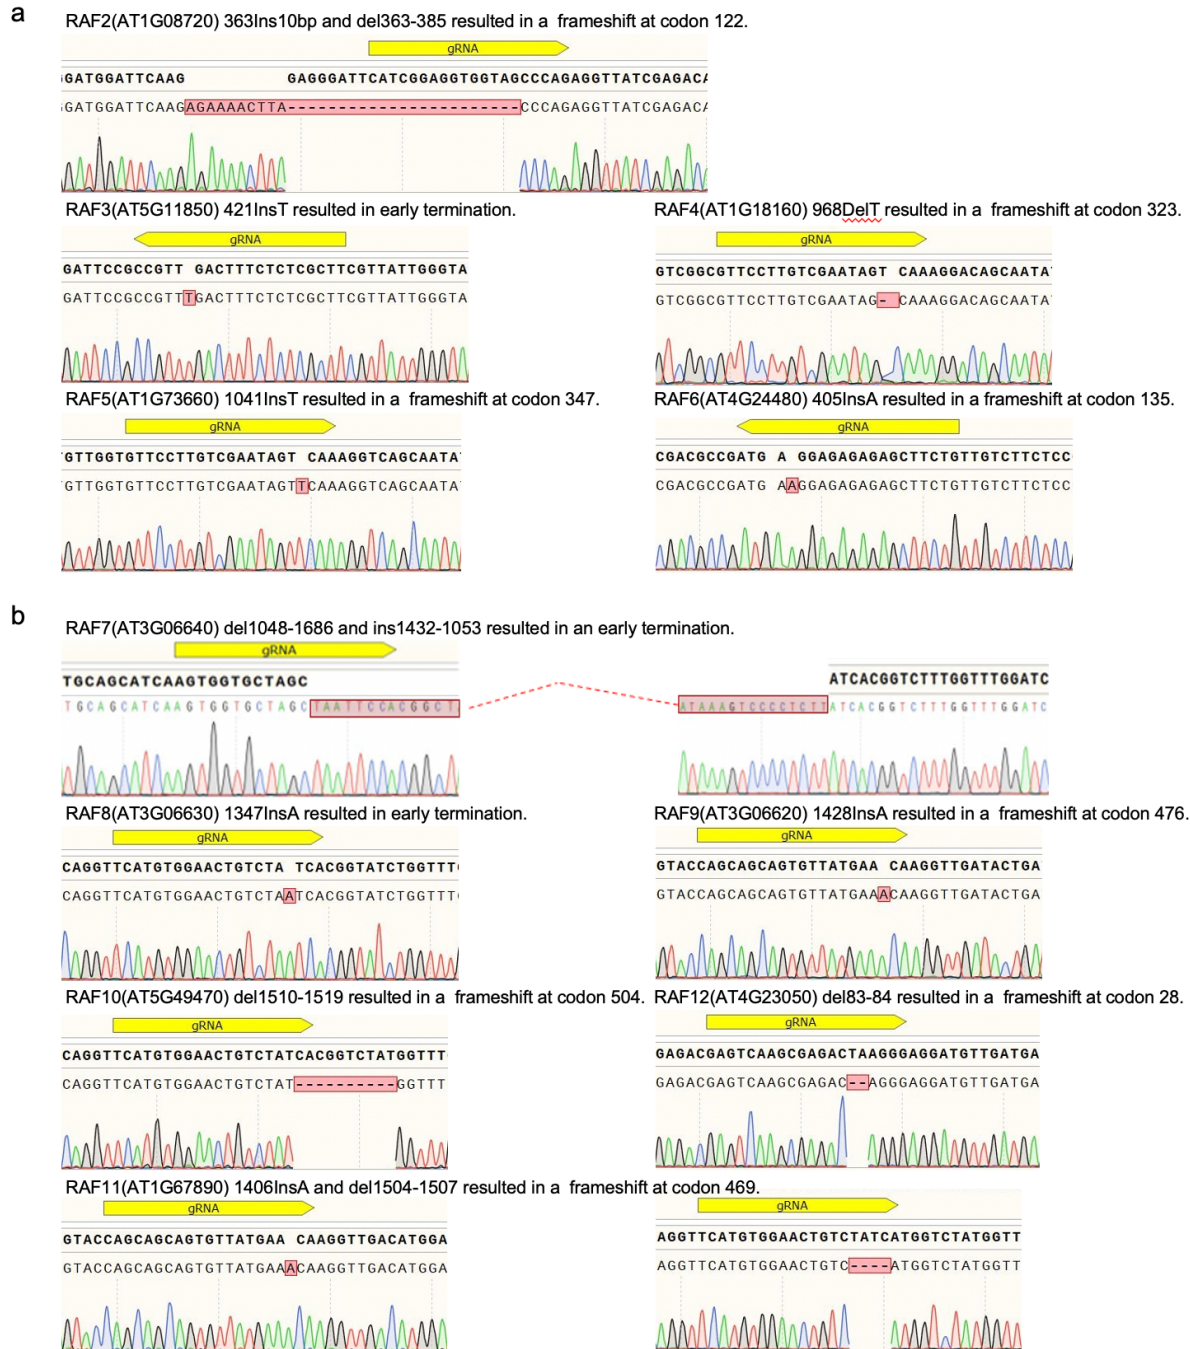

**Supplementary Figure 3. Mutations of RAF genes in the OK<sup>100</sup>-B3 and OK<sup>100</sup>-B2 high-order mutants.**

**a** Sequencing results showing the mutations in *RAF2*, *RAF3*, *RAF4*, *RAF5*, and *RAF6* genes in *OK<sup>100</sup>-B3* mutant. **b** Sequencing results showing the mutations in *RAF7*, *RAF8*, *RAF9*, *RAF10*, *RAF11*, and *RAF12* genes in the *OK<sup>100</sup>-B2* mutant.

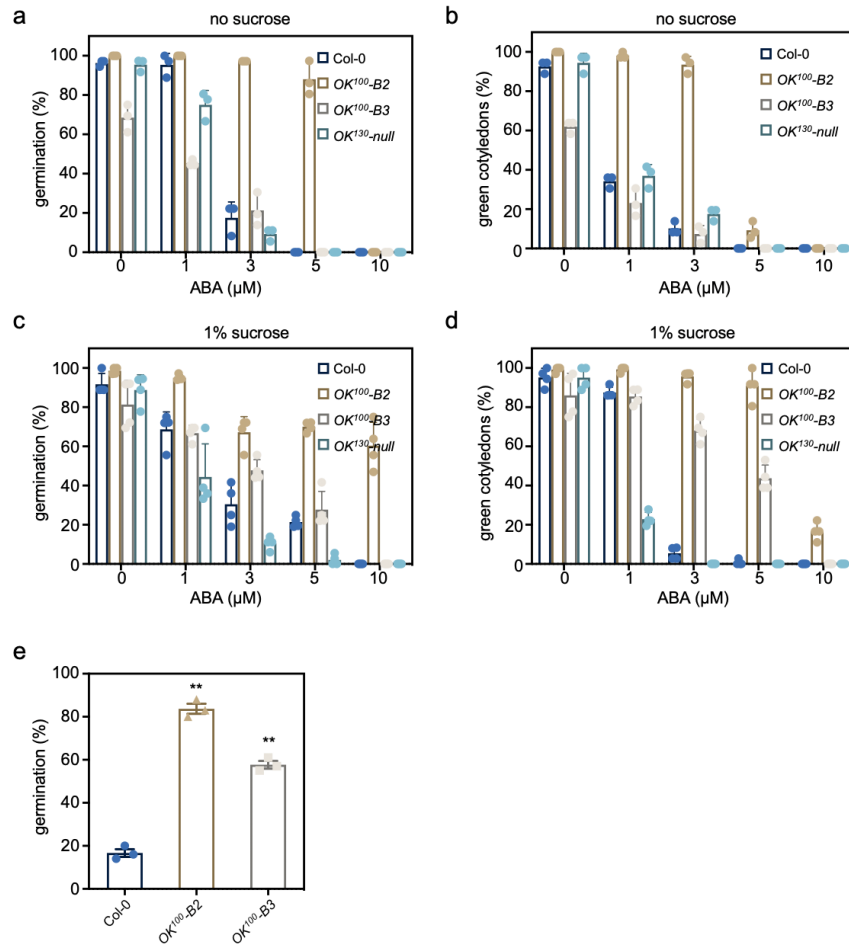

**Supplementary Figure 4. Germination and seed dormancy assays of OK<sup>100</sup>-B3 and OK<sup>100</sup>-B2 high-order mutants.**

**a** The germination rate of seeds after 3 days of germination and growth on 1/2 MS medium without sucrose, and containing different concentrations of ABA. Error bars, SEM. Each dot represents one experiment.  $n = 36$  seeds in each experiment. **b** The percentage of seedlings showing green cotyledons after 7 days of germination and growth on 1/2 MS medium without sucrose, and containing different concentrations of ABA. Error bars, SEM. Each dot represents one experiment.  $n = 36$  seeds in each experiment. **c** The germination rate of seeds after 3 days of germination and growth on 1/2 MS medium with 1% sucrose, and containing different concentrations of ABA. Error bars, SEM. Each dot represents one experiment.  $n = 36$  seeds in each experiment. **d** The percentage of seedlings showing green cotyledons after 7 days of germination and growth on 1/2 MS medium with 1% sucrose, and containing different concentrations of ABA. Error bars, SEM. Each dot represents one experiment.  $n = 36$  seeds in each experiment. **e** The germination rate of fresh harvested seeds after 2 days of germination and growth on 1/2 MS medium with 1% sucrose. Error bars, SEM. Each dot represents one experiment.  $n = 36$  seeds in each experiment. Two-tailed paired  $t$ -tests, \*\*  $p < 0.01$ . Source data are provided in Source Data.

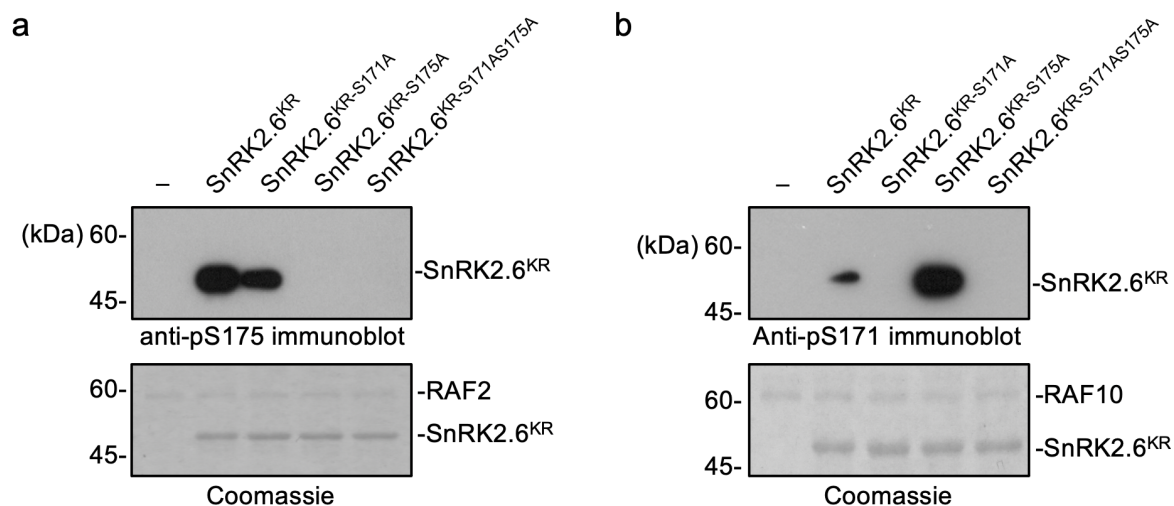

**c**

**>AT3G46760.1 LECRK-S.3**

```

1 MFAGIFLRMG AALRSMYVNS KYEEVREEWE EDYSPQRFSY KALYKATKGF
51 KESELFGTEA NGTVYK GKLS SNAQIAVKRV SLDAEQDTKH LVSQIVGIGK
101 LRHKNLVQLL GYCRRKGELL LVYDYMPYGN LDDFLFNEER PNLSWSQRFH
151 IIKGVASALL YLHEQIVLHR DVKAANVLLD EDLNGRLDYG LARFGTNRNP
201 MLGSVGYVAP ELIITGMPIT KADVYSFGAL LLEFACGRMF IEYPGKPEEF
251 NLISWVCQCW KRGNLVGARD ARLEGDYVCK EIEMVLKLGL LCAQYNPEDR
301 PSMSQVVNYL EGNDVLPEMP PDTPGISIPT PYHEVLA

```

**Supplementary Figure 5. Validation of pS171 and pS175 antibodies.**

**a** Validation of anti-pS175 antibody. The wild type and mutated recombinant HIS-SnRK2.6<sup>KR</sup> proteins were incubated with recombinant GST-RAF2-KD in the presence of ATP. The resulting products were separated by SDS-PAGE and immunoblotted with anti-pS175 antibody (upper). Coomassie staining (lower) was used to show the loading of purified GST-RAF2-KD and HIS-SnRK2.6<sup>KR</sup> proteins. **b** Validation of anti-pS171 antibody. The wild type and mutated recombinant SnRK2.6<sup>KR</sup> proteins were incubated with recombinant GST-RAF10-KD in the presence of ATP. The resulting products were separated by SDS-PAGE and immunoblotted with anti-pS171 antibody (upper). Coomassie staining (lower) was used to show the loading of purified GST-RAF2-KD and HIS-SnRK2.6<sup>KR</sup> proteins. Images shown are representative of at least two independent experiments. **c** A protein kinase AT3G46760.1 with two phosphosites, T215 and T219 (highlighted), was identified by mass spectrometry analysis of immunoprecipitation using anti-pS171 antibody and untreated wild type seedlings, might be corresponding to the non-specific band in the immunoblot. Source data are provided in Source Data and Supplementary Data2.

**a**

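Positions in Supplementary Fig. 6 were compared with the reference coding sequences of TAIR10.1, counting from 1 at the start codon, and with the position 3 bases before the NGG motif where Cas9 is taken to cut each guide's site. In RAF3, guide 3 is predicted to cut at base 418 of the 2643-base coding sequence, in codon 140 and exon 1 of 13, at 3820607 on chromosome 5. The coding sequence around it is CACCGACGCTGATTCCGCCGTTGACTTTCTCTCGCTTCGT.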

RAF3(AT5G11850) 418InsA resulted in early termination.

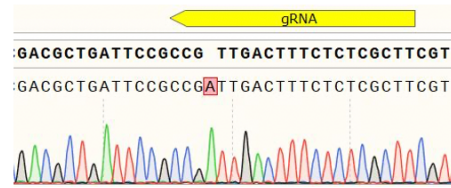

RAF4(AT1G18160) 968InsA resulted in a frameshift at codon 322.

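The insertion in RAF4 falls at 6250474 on chromosome 1, in exon 3, where guide 1 is predicted to cut. In the reference coding base 968 is in codon 323 of a 2979-base coding sequence, within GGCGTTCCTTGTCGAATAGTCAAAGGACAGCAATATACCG.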

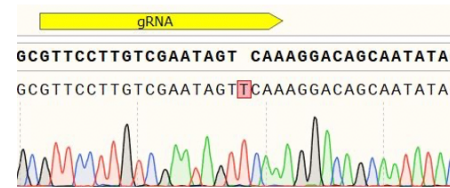

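Guide 1 also matches RAF5, where the predicted cut lies at 27695504 on chromosome 1, at base 1040 of the 3093-base coding sequence. It falls in exon 3 and codon 347, within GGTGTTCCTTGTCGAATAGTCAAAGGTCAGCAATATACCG.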

RAF5(AT1G73660) 1040InsT resulted in a frameshift at codon 346.

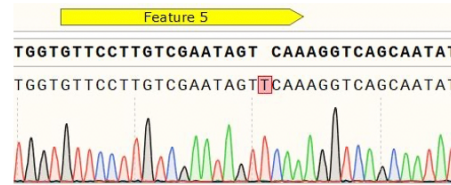

RAF7(AT3G06640) 1058InsT resulted in a frameshift at codon 353.

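Guide 6 is predicted to cut AT3G06640 at 2077092 on chromosome 3, in exon 3 of 15 and at the reported coding position of the insertion. The reference sequence there is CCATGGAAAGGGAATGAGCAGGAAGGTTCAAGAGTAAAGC. Guide 5 has a further site in this gene, with a predicted cut at coding base 1382.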

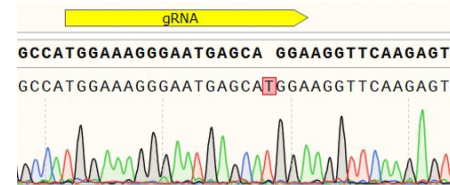

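In RAF8, the site of guide 5 is predicted to be cut at 2072166 on chromosome 3, at coding base 1346 in codon 449 and exon 4. Coding base 1826 of the reference, in turn, lies in codon 609 and exon 10, at 2070966 on chromosome 3 and 480 bases further along the coding sequence.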

RAF8(AT3G06630) 1826InsC resulted in a frameshift at codon 448.

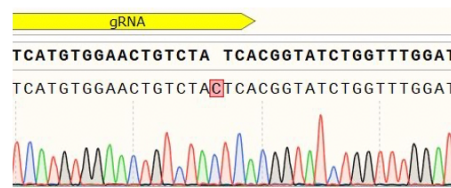

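Guide 6 also matches AT3G06620, where it is predicted to cut at 2065726 on chromosome 3, after coding base 1193 in codon 398 of the 2322-base coding sequence. The reference reads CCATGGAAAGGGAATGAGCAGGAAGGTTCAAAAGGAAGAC at this place in exon 3 of 13. Guide 2 has a further site in the gene, with a predicted cut at coding base 1426.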

RAF9(AT3G06620) 1193InsA resulted in a frameshift at codon 397.

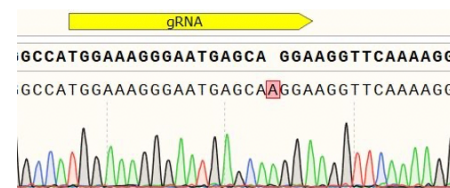

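Coding positions in RAF10 differ between its annotated transcripts. In AT5G49470.2, guide 5 is predicted to cut at 20065459 on chromosome 5, at coding base 1508 in codon 503 and exon 4 of 12. In this transcript the deletion would begin in codon 501, within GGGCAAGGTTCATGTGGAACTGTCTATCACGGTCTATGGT.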

RAF10(AT5G49470) del1502-1508 resulted in a frameshift at codon 500.

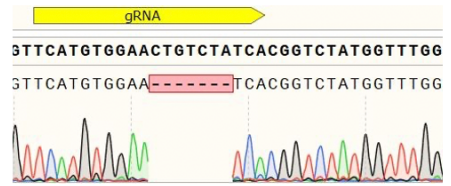

RAF11(AT1G67890) 1406InsA and 1506InsA resulted in a frameshift at codon 468.

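RAF11 has sites of guides 2 and 5, with predicted cuts at 25459031 and 25459264 on chromosome 1. They fall at coding bases 1405 (codon 469, exon 3) and 1505 (codon 502, exon 4) of the 2298-base coding sequence, each 1 base from an insertion reported in Supplementary Fig. 6. The reference sequences are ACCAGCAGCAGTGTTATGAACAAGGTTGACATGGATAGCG and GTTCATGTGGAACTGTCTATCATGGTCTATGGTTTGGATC.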

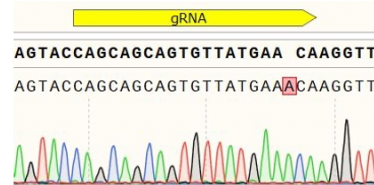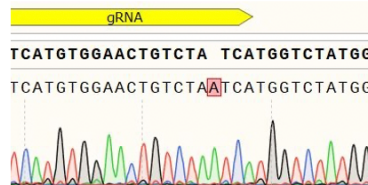

**b**

RAF6(AT4G24480) 385Ins5bp and del386-404 resulted in a frameshift at codon 128.

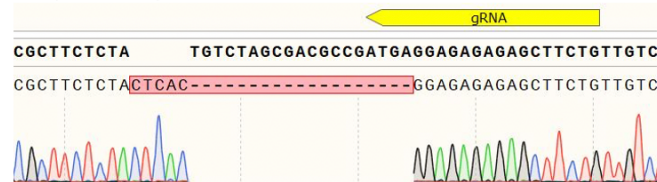

## Supplementary Figure 6. Mutations of RAF genes in the OK<sup>100</sup>-oct and OK<sup>100</sup>-nonu high-order mutants.

**a** Sequencing results showing the mutations in *RAF3*, *RAF4*, *RAF5*, *RAF7*, *RAF8*, *RAF9*, *RAF10*, and *RAF11* genes in the OK<sup>100</sup>-oct mutant. **b** Sequencing result showing an additional mutation in *RAF6* in the OK<sup>100</sup>-nonu mutant.

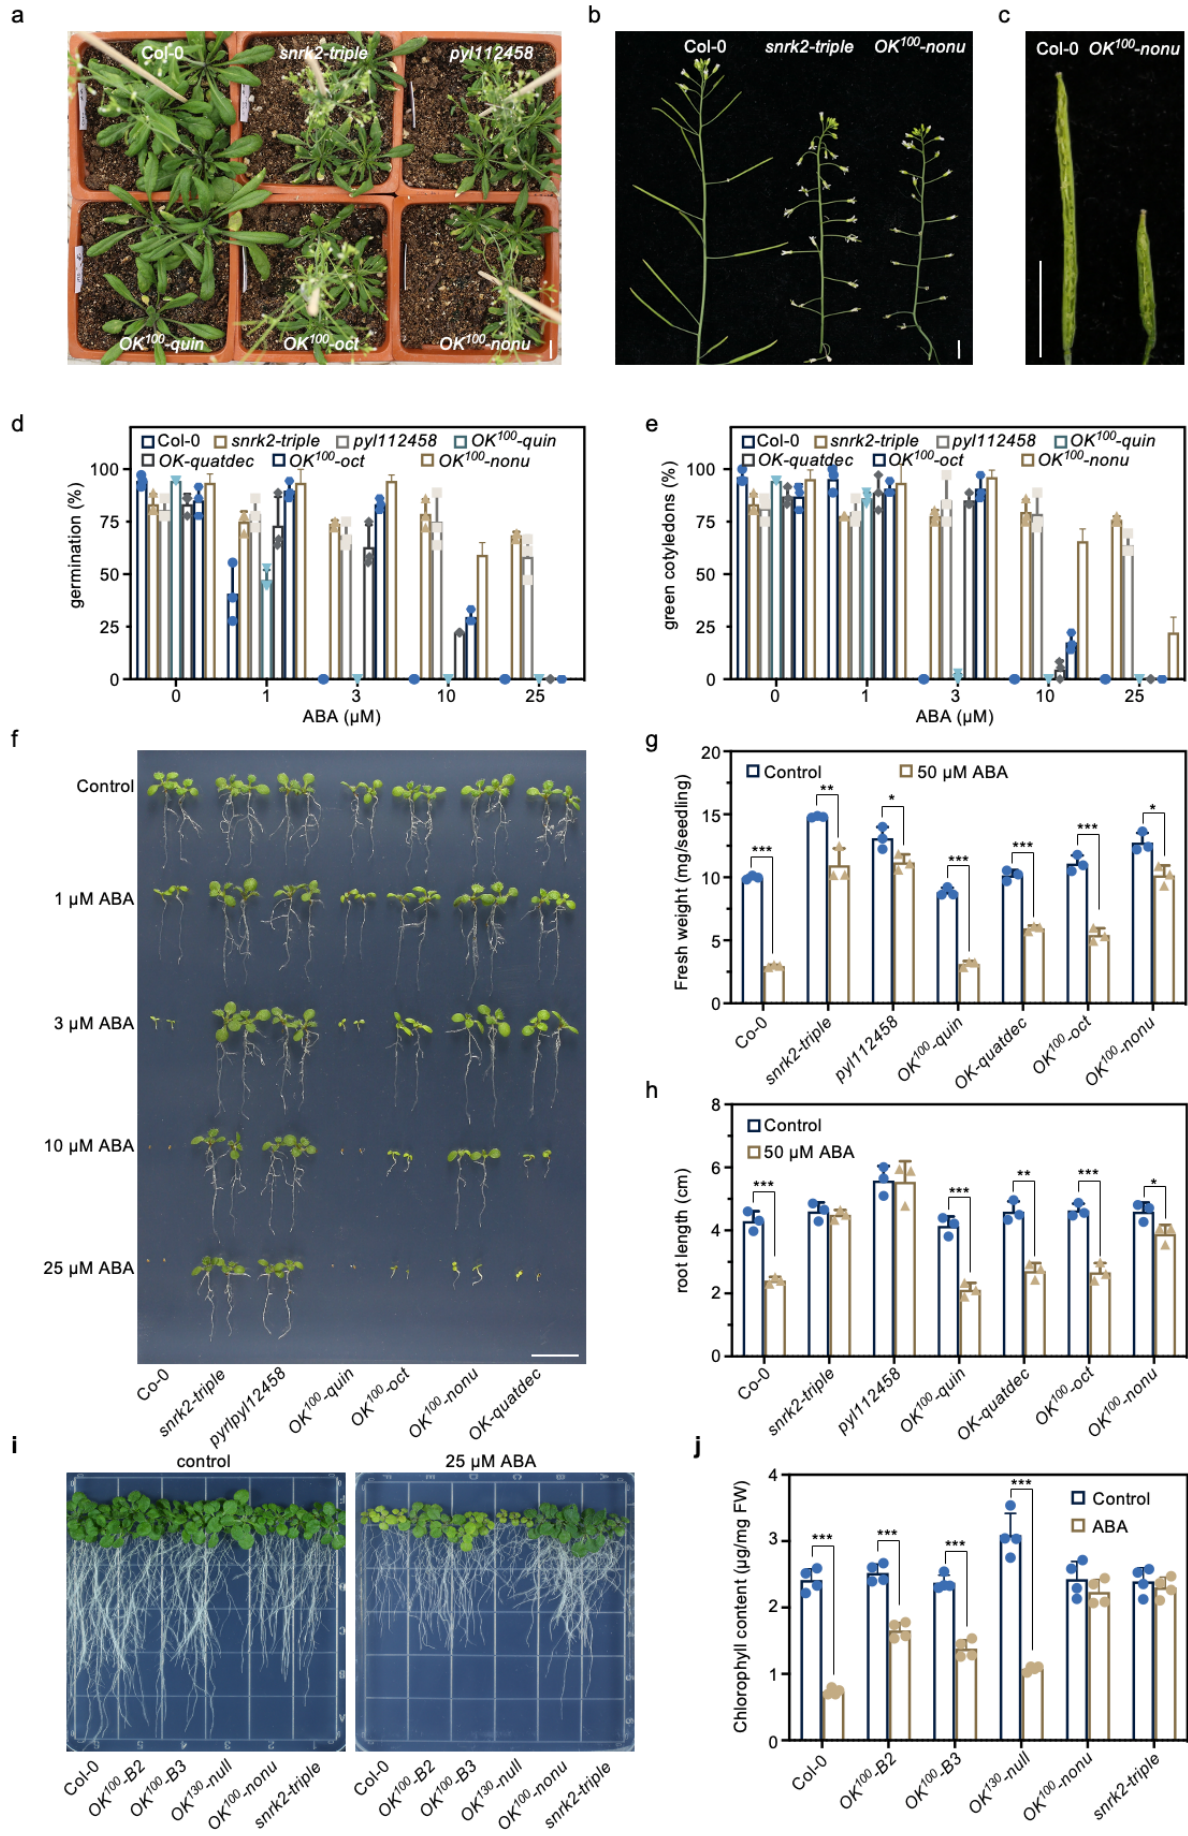

**Supplementary Figure 7. Growth and ABA response phenotypes of the *OK<sup>100</sup>* high-order mutants.**

**a** Photograph of 6-week-old plants of wild type and mutants in soil; bar = 1 cm. **b** Photograph of inflorescences from the wild type, *snrk2-triple*, and *OK<sup>100</sup>-nonu* mutants; bar = 1 cm. **c** Photographs of silique from the wild type, *snrk2-triple*, and *OK<sup>100</sup>-nonu* mutants; bar = 1 cm. **d** The germination rate of seeds after 3 days of germination and growth on 1/2 MS medium containing different concentrations of ABA. Error bars, SEM. Each dot represents one experiment. n = 36 seeds in each experiment. **e** The percentage of seedlings showing green cotyledons after 7 days of germination and growth on 1/2 MS medium containing different concentrations of ABA. Error bars, SEM. Each dot represents one experiment. n = 36 seeds in each experiment. **f** Photographs of seedlings after 10 days germination and growth on medium containing indicated concentration of ABA; bar = 1 cm. **g** The fresh weight of the seedlings in (**Fig. 4e**). Error bars, SEM. Each dot represents one experiment. n = 10 seedlings in each experiment.). Two-tailed paired *t*-tests, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . **h** Quantitative measurement of the root length of the seedlings in (**Fig. 4e**). Error bars, SEM. Each dot represents one experiment. The number of seedlings in each experiment indicated in Source data. Two-tailed paired *t*-tests, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . **i** Photographs of seedlings growing 14 days after transfer to 1/2 MS medium containing 1% sucrose and 25  $\mu$ M ABA. **j** The chlorophyll content of the seedlings growing 14 days after transfer to 1/2 MS medium containing 25  $\mu$ M ABA. Error bars, SEM. Each dot represents one experiment. Two-tailed paired *t*-tests, \*\*\*  $p < 0.001$ . Source data are provided in Source Data.

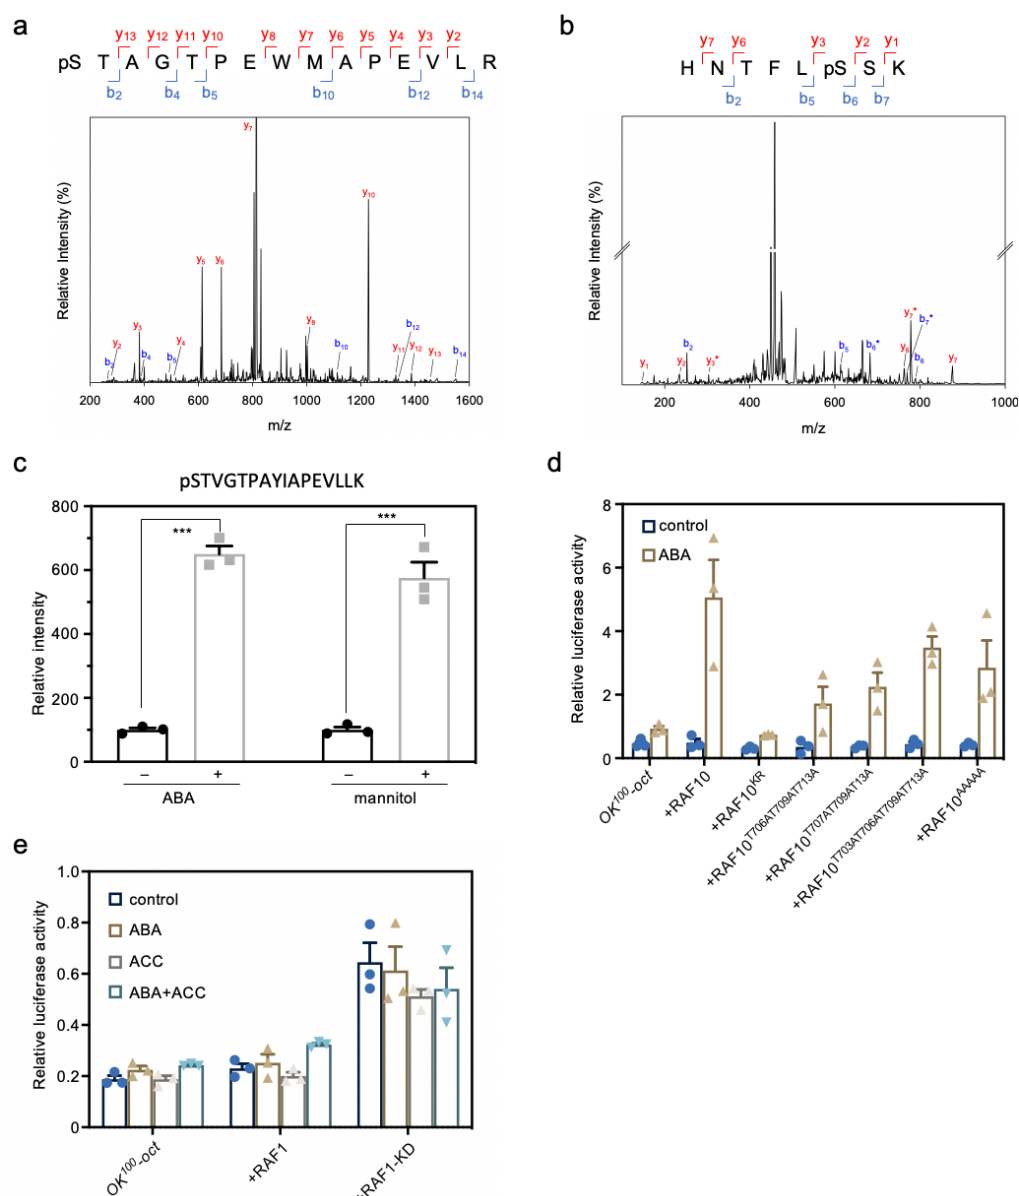

### Supplementary Figure 8. Phosphosites in the activation loop of B2 and B3 RAFs.

**a** The MS/MS spectrum showing the phosphopeptide pSTAGTPEWMAPEVLR in RAF2/EDR1 and RAF3. **b** The MS/MS spectrum showing the phosphopeptide HNTFLpSSK in RAF2/EDR1. **c** The phosphorylation of the Ser175 in SnRK2.6 upon mannitol and ABA treatment. The relative intensity of the phosphopeptide was obtained from previous phosphoproteomics results. Error bars, SEM (n = 3 individual transfections). Two-tailed paired *t*-tests, \*\*\* *p* < 0.001. **d** Activation of the *RD29B-LUC* reporter gene by wild type and the non-phosphorylatable mutant of Ser760, Ser763, Ser764, Ser766, and Ser770 in RAF10 in transient reporter gene expression in protoplasts of *OK<sup>100</sup>-oct*. RAF10<sup>K515R</sup> (RAF10<sup>KR</sup>), a kinase-dead form of RAF10, is used as a control. Error bars, SEM (n = 3 individual transfections). **e** Activation of the *RD29B-LUC* reporter gene by co-transfection of full-length RAF1 and RAF1-KD in the protoplasts of *OK<sup>100</sup>-oct*. Error bars, SEM (n = 4 individual transfections). Source data are provided in Source Data.

# Supplementary material for: Initiation and amplification of SnRK2 activation in abscisic acid signaling
**Source:** Nat Commun. 2021 Apr 28;12:2456. doi: 10.1038/s41467-021-22812-x
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## Descriptions of Additional Supplementary Files

### **Supplementary Dataset 1**

**Description:** The trans- and autophosphorylation sites in SnRK2.6M94G.

### **Supplementary Dataset 2**

**Description:** The mass spectrometry analysis of immunoprecipitation using anti-SnRK2.6-pS171 antibody.

### **Supplementary Dataset 3**

**Description:** DEGs in the OK100-oct mutant.

### **Supplementary Dataset 4**

**Description:** Enriched GO of the DEGs exclusively induced in the OK100-oct.

### **Supplementary Dataset 5**

**Description:** The phosphosites of RAFs in wild type seedlings with or without ABA treatment.

Supplementary Dataset 6. Primers used in this study.

# Supplementary material for: Initiation and amplification of SnRK2 activation in abscisic acid signaling
**Source:** Nat Commun. 2021 Apr 28;12:2456. doi: 10.1038/s41467-021-22812-x
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Trimimomatic 0.39 (Bolger et al., 2014)                                                                                                               |
| Data analysis   | EXCEL software (Microsoft); Prism 8.1.2 (GraphPad); EdgeR (Robinson et al., 2010); HISAT 2.1.0 (Kim et al., 2015); HTSeq 0.11.2 (Anders et al. 2015). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequencing data have been deposited to the GEO with the dataset identifier GSE152691 (<https://www.ncbi.nlm.nih.gov/geo/>). Source data underlying Figures 1a, 1b, 1d, 1e, 1f; 2a, 2b, 2c, 2d; 3f; 4b, 4c, 4f, 4g; 5c-g; 6a, 6c, 6d, as well as Supplementary Figures 1a, 1b; 2a, 2b; 4a-e; 5a-c; 7d, 7e, 7g, 7h, 7j; 8c-e are provided as a Source Data file. Any other data supporting the findings of this study are available within the manuscript and its supplementary files or are available from the corresponding author upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. The determined sample size was adequate as the differences between experimental groups was significant and reproducible.                                    |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                  |
| Replication     | The recordings and parameters were reproducible across multiple days and batches. All attempts of replication were successful.                                                                                            |
| Randomization   | Randomization of samples were performed. Seedlings from different plates were collected.                                                                                                                                  |
| Blinding        | The investigators were not blinded to allocation during experiments and outcome assessment. In order to get as objective results as possible, in multiple experiments we had other researchers repeating the experiments. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-SnRK2.2/2.3/2.6 antibody, Agrisera, AS14 2783; Anti-SnRK2.6-pS175, Zhao et al., 2018, Cell Repots, <a href="https://doi.org/10.1016/j.celrep.2018.05.044">https://doi.org/10.1016/j.celrep.2018.05.044</a> ; Anti-SnRK2.6-pS171, this study; Anti-thiophosphate ester rabbit antibody, Abcam, ab92570; Anti-actin, ABclonal, AC009; |
| Validation      | See the validation of Anti-SnRK2.6-pS171 and pS175 antibodies in Supplementary Figure 5 and Dataset S2.                                                                                                                                                                                                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

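RNA from seedlings of Arabidopsis thaliana was sequenced in 12 libraries, 3 for each combination of genotype (wild type or OK100-oct) and treatment (control or ABA). The authors trimmed the paired-end reads, mapped them to TAIR10 with HISAT, counted them per gene with htseq-count, and deposited a table of counts that are not normalized. The values were checked to be whole numbers, and no column of the table was left without a sample. Libraries were grouped by the genotype and treatment of their labels, with the label m9 taken as OK100-oct because the paper names this line as the mutant that was sequenced. The 3 libraries of a group were treated as biological replicates, and libraries with the same replicate number were not treated as pairs in the model.

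The total count per library lay between 16632701 and 26661613. Replicates differed by more than sampling noise, with a chi-square per gene between 4.39 and 46.8 and a biological coefficient of variation of 11.9% in the fitted model. The precision is therefore limited by the 3 replicates per group more than by the depth, except for genes with few counts. Of the genes in the table, 7241 had no counts in any library and 32835 were matched to a locus of the TAIR10.1 annotation. The unmatched genes held 0.0713% of the counts.

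Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter by group, and a quasi-likelihood model with a mean for each of the 4 groups. The comparisons were ABA against control in each genotype, OK100-oct against the wild type in each treatment, and the difference of the ABA responses (the interaction). P values were adjusted by the Benjamini-Hochberg method over the tested genes. Genes were called with an FDR < 0.05 and a change of at least 3-fold, as in the Methods, and the interaction was called without a fold minimum. The paper's Results write p where its Methods write FDR, and its text does not name the edgeR test or the filter. A fold against a group with at most 3 counts in each library was computed against 3 counts and is given as a lower bound. CPM values are counts scaled by the library total times its TMM factor. Shared sequence between genes was measured as the percent of 50-base windows of a gene's exons found in the exons of another gene. Both strands were searched, and genes that overlap at the same place were included.

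The method was tested on simulated data with 200 genes given a known change, of which 198 were tested. For ABA in the wild type, 191 of these passed both thresholds and 0 of the unchanged genes did, while 12 unchanged genes passed the FDR alone. For the interaction, 188 of the 198 changed genes and 9 unchanged genes passed the FDR. The simulated changes were all larger than 3-fold and went equally up and down. Of the 3747 interaction genes in the data, 1363 reached 2-fold, so recovery of smaller differences was not tested. Nor was a change in most of the genes, as with ABA.

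Genes were named by a rule set before the data were examined: the 4 marker genes, the RAF and SnRK2 genes the paper names (a result among these is not reported), the 3 genes with the largest change in each direction for ABA in the wild type and for the interaction, and the 5 in each direction for OK100-oct under control conditions, among genes with a mean of at least 1 CPM in the higher group. The genes with the largest change were also required to have no overlap of replicates between the groups compared. For the interaction, the 3 same-numbered ABA minus control differences were not to overlap between the genotypes. Values of RAF2, RAF6, RAF12 and SnRK2.6 with ABA were chosen after their values were seen. The alternatives were DESeq2's size factors within edgeR, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, other count filters, a replicate block, models of only the groups compared, nuclear genes only, other thresholds, and leaving out each library in turn. The use of library totals without TMM factors was added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene Ontology terms, quantitative RT-PCR, reporter assays and read sequences were not analysed here.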

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

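The tests of linkage, of reads shared between genes, of a fixed difference between the lines, and the 3 tests on RAF2 were chosen only after the result was seen. The adjusted p values are from edgeR's quasi-likelihood test.

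The ABA response differed between the genotypes for 3747 genes, of which 3530 had a smaller and 217 a larger change in OK100-oct. If the smaller change came from choosing genes by their wild-type change, the ratio of the changes would approach 1 in a replicate not used for the choice, but the highest of the median ratios was 0.669. The OK100-oct libraries had higher totals than the wild type under control conditions and a lower median total with ABA. With all libraries thinned to 16632701 counts, OK100-oct still had 59.1% fewer changed genes than the wild type, which went against lower depth. Across genes, the interaction had a Spearman correlation of -0.089 with gene length and -0.00076 with GC content. When the genotypes were exchanged within same-numbered pairs of libraries, 5 of the 32 splits gave as many genes, the real one included. The 8 splits that exchanged all or none of the ABA pairs gave 3283 to 8190 genes, and the other 24 gave 0 to 2, with 133 to 1821 genes at an unadjusted p under 0.05 against 6698 in the real split. A split that exchanges no or all ABA pairs leaves the ABA libraries of each genotype together, so this test does not separate the interaction from the genotype difference under ABA. The 4 other splits with as many genes are all of this kind, so the result is no evidence that the interaction genes come from a grouping by chance, although by this test alone they cannot be told apart from it.

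For the single comparisons, splits that exchange 1 same-numbered pair make 4 with the real one, and 1 of the 4 gave as many genes in each case. For ABA in the wild type the other splits gave 0 genes, against 2957 in the real split. At an unadjusted p under 0.05 they gave 239, 618 and 1682, against 14676 in the real split. For ABA in OK100-oct the other splits gave 0 genes, against 1233 in the real split. At an unadjusted p under 0.05 they gave 268, 600 and 251, against 12005 in the real split. With 4 splits no share under 0.05 can be reached, so the share itself decides nothing. The numbers in the real splits lie far above those in the others, which argues against a grouping by chance for ABA in both genotypes. The first principal component, with 78.3% of the variance, also separated all ABA from all control libraries. The other 6 of the 10 ways to split 6 libraries put both libraries of some replicate number into the same group, unlike the real split, and were not compared.

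The interaction was -1.91 for COR15A, -2.14 for KIN1 and -2.17 for RD29B on the log2 scale. Of the genes chosen after their values were seen, RAF12 had an interaction of -1.17 (adjusted p = 0.000497), SnRK2.6 of -0.73 (adjusted p = 0.0013) and RAF6 of -0.61 (adjusted p = 0.0226). RAF6, the additional gene mutated in OK100-nonu, was lower in the mutant under ABA, with a log2 fold change of -0.96 (adjusted p = 2.2e-05). Under control conditions it differed by -0.35 (adjusted p = 0.127). RAF6 itself rose with ABA, with log2 fold changes of 2.38 in the wild type and 1.77 in OK100-oct. RAF12 rose by 3.36 and 2.19, and SnRK2.6 by 1.64 and 0.91, in the same comparisons. A smaller ABA response by itself would leave RAF6 lower under ABA, and these counts do not show whether RAF6 is mutated in the sequenced line. RAF6 overlaps AT4G24490 on the opposite strand. The adjusted p of its interaction ranged from 0.00832 to 0.0623 when libraries were left out. It was not past the threshold without OK100-oct control replicate 2 or OK100-oct ABA replicate 3. The same held with library totals in place of TMM factors, chosen after seeing the data.

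The 6 interactions named by the rule had the largest estimates among genes without overlap between the genotypes. Of these, 5 were in genes near 0 counts in at least 1 group, so their size is not given. AT5G25970 (adjusted p = 0.00204), SLAH1 (adjusted p = 0.00303) and CSLB06 (adjusted p = 0.00813) fell at least 13.1-fold, 11.7-fold and 8.55-fold with ABA in the wild type, to 0 counts, and still had counts with ABA in OK100-oct. CSLB06 shares 15.7% of its exon windows with other genes. AT3G58450 (adjusted p = 0.0186) and AT1G20180 (adjusted p = 0.00282) rose at least 123-fold and 71.5-fold in the wild type. AT3G58450 was no longer past the threshold without OK100-oct control replicate 3, and its adjusted p ranged from 0.0121 to 1.00 over the fits that each left out 1 library. SAE1B had counts above 3 in every group and an interaction of -7.44 on the log2 scale (adjusted p = 0.0126), which stayed past the threshold in each fit that left out 1 library (highest adjusted p 0.0392). It shares 95.7% of its windows with AT5G50680 and had 22.7, 1.09 and 1.34 CPM in the wild-type ABA libraries, so its size is uncertain.

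RAF2, which the paper does not list as mutated in OK100-oct, was lower in OK100-oct under control conditions, with a log2 fold change of -1.15 (adjusted p = 0.000681). The data went against reads shared with a mutated RAF gene, since 0% of its exon windows occur in another gene. They went against lower ABA signaling in OK100-oct too, since RAF2 changed by 0.017 (log2) with ABA in the wild type. A mutation of RAF2 in the sequenced line may contribute, since guide 7 has a site in the gene and RAF2 was also lower under ABA (-1.34), but the read sequences were not analysed here and the pattern cannot be told apart from this explanation.

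Under control conditions, 29 genes were lower in OK100-oct, a direction that the paper's text does not describe, although its gene table calls genes lower. Among genes without overlap of replicates, the largest estimated differences in the higher direction were AT2G01422 at least 215-fold, MRD1 at least 128-fold, AT1G67626 at least 7.11-fold, QQS with a log2 fold change of 5.33 and LURP1 with 3.97. The largest in the lower direction were AT3G41979 (-3.28), AT5G35935 (-3.16), AT3G53980 (-3.10), AT2G05510 (-2.80) and RAB18 (-2.72). Of these 10 genes, 3 share more than 5% of their exon windows with another gene (MRD1, AT1G67626 and AT3G41979), so shared reads do not account for most of the 10 and cannot be ruled out for these 3. For MRD1, most of the shared windows lie in AT1G07887, which overlaps it on the opposite strand. A fixed difference between the lines would recur in the ABA libraries, and 9 of the 10 genes differed there in the same direction by at least 3-fold, but among all genes past the thresholds only 42 of the 73 higher and 15 of the 29 lower did so at an FDR < 0.05. LURP1 did not, with a log2 fold change of 1.69 under ABA (adjusted p = 0.290). Of the 102 genes past the thresholds, 9 lay within 500 kb of a mutated RAF gene against a mean of 6.73 in random draws (one-sided permutation test, p = 0.232). The largest correlation of the control difference with GC content or gene length was 0.125, with length. In the splits of the control libraries, 1 of 4 gave as many genes. The other splits gave 0 genes, but with 477, 4756 and 832 at an unadjusted p under 0.05 against 4447 in the real split. The share from 4 splits cannot fall under 0.05, and the split with 4756 such genes exceeded the real one. The control difference therefore cannot be told apart from a grouping by chance by this test.

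Under ABA, 931 genes differed between OK100-oct and the wild type, a comparison the paper's text does not describe, with 543 higher and 388 lower. Of the lower genes, 367 were induced by ABA in the wild type, and of the higher genes, 439 were repressed by it. The correlations with GC content and length were 0.0106 and -0.0119 across genes. In the splits, 1 of 4 gave as many genes, and the others gave 0, with 216, 412 and 325 at an unadjusted p under 0.05 against 10419 in the real split. The smallest share that 4 splits can give is above 0.05, so the share itself decides nothing. The real split is the only one of the 4 with any gene past the thresholds. Its 10419 genes at an unadjusted p under 0.05 also lie far above the others, which argues against a grouping by chance.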

How the results depend on the processing

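The alternatives were chosen before the data were examined, except the use of library totals without TMM factors, which was chosen after seeing the data. The cause of the changes below was not tested.

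With at least 10 counts in every library, 798 genes were repressed in the wild type, 429 were induced and 172 repressed in OK100-oct, and 378 and 156 were shared. Under control conditions 15 were higher and 11 lower, 2 of the higher genes were repressed by ABA in the wild type, and 351 differed under ABA. This filter removes genes with few counts in any group, including those that ABA turns down. With only the groups compared in the model, 29 genes were higher and 10 lower under control conditions, and 8 of the higher ones were repressed by ABA in the wild type. With an unadjusted p under 0.05, 53 genes were lower under control conditions and 6698 had an interaction.

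With a 2-fold minimum, 2643 genes were induced and 3344 repressed in the wild type, 1565 and 1365 in OK100-oct, and 1347 and 1199 in both. Under control conditions 174 were higher and 96 lower, 77 of the higher genes were repressed by ABA in the wild type, and 2281 differed under ABA. An interaction of at least 2-fold was found for 1363 genes. With edgeR's test of a change above 1.5-fold, 20 genes were higher and 11 lower under control conditions, and the overlap was 4.

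With library totals in place of TMM factors, 2313 genes were repressed in the wild type, and 32.2% of the genes changed by ABA were higher against 50.1% with TMM. In OK100-oct 600 genes were induced and 623 repressed, so that 49.1% were higher. This scaling moved the median log2 change of all genes by -0.30 for ABA in the wild type, -0.17 for ABA in OK100-oct, 0.14 between the genotypes under ABA and 0.13 for the interaction. The balance of induced and repressed genes thus depends on the scaling.

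A replicate block gave 1487 induced and 1463 repressed genes in the wild type, 731 and 494 in OK100-oct, and 62 higher and 23 lower under control conditions. Same-numbered libraries of different groups had a mean correlation of -0.0374, against 0.0184 for differently numbered ones, so the block was not used.

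In the 12 fits that each left out 1 library, the genes lower under control conditions ranged from 19 to 45, the higher ones from 54 to 84, and the higher genes repressed by ABA in the wild type from 15 to 24. The induced genes ranged from 1416 to 1635 in the wild type and from 709 to 820 in OK100-oct, the repressed genes from 1355 to 1794 and from 441 to 572, and the interaction genes from 2635 to 5432. The median ratios stayed from 0.574 to 0.614 for induced and from 0.474 to 0.547 for repressed genes.

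The direction reversed for values close to 0. The control difference of SnRK2.3 ranged from -0.12 to 0.022 when libraries were left out, and the ABA change of RAF2 in the wild type ranged from -0.11 to 0.18 and was -0.28 with library totals. Values of named genes not past the threshold passed it in 9 combinations of a value and an alternative that kept all libraries, for the interaction of RAB18, the control difference of RD29B and the difference of SnRK2.3 under ABA, and in 6 combinations with a library left out, for these values and the control difference of RAF6. Values past the threshold no longer passed in 8 combinations with a library left out, for the differences of RAF10 and SnRK2.2 under ABA and the interactions of RAF6 and AT3G58450, and in 3 with library totals, for RAF10, SnRK2.2 and RAF6. The changes with library totals, that of RAF2 included, are about as large as the shift of the median of all genes given above, so they are not specific to these genes. Counts of 7 to 17 for RAF7 (AT3G06640) under control conditions limit what can be said of it.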

Differences from the paper's values

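No count or log2 fold change given by the paper differed from the value here by the criteria used, a factor above 1.5 for counts and the larger error for log2 fold changes. The paper's 1368 induced and 1256 repressed genes in the wild type compare with 1481 and 1476, its 674 and 399 in OK100-oct with 733 and 500, and its 67 genes higher under control conditions with 73. The text describes the OK100-oct genes as part of the wild-type lists. Fig. 5a, read by eye, shows about 610 induced and about 360 repressed genes in both genotypes, against 647 and 433 here.

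In the part of the paper's gene table used here, 734 of the 744 genes called lower with ABA in the wild type were also called here. Of the other 10, AT5G42630, AT4G31500, AT1G55390, AT5G45220, AT4G04220, AT4G16835, AT4G24570 and AT5G48540 passed the FDR with log2 fold changes of -1.57 to -1.58, short of 3-fold. Each was called with a 2-fold minimum and with library totals, which were chosen after seeing the values. All but AT1G55390 and AT4G24570 were called with at least 10 counts in every library. AT4G04220, AT4G24570 and AT5G48540 were also called with the likelihood ratio test and with a replicate block, and AT4G04220 with nuclear genes only. AT5G53048 (adjusted p = 0.0731, edgeR) was called with DESeq2, with the likelihood ratio test and with library totals. ATCG00080 (adjusted p = 0.123, edgeR) was called in the fit without wild-type control replicate 3.

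In OK100-oct, AT2G33385, called higher with ABA by the paper, had an adjusted p of 0.0649 in edgeR's test and was called with DESeq2, with edgeR's likelihood ratio and exact tests and with an unadjusted p. AT5G19160, called lower by the paper, changed by -1.58 and was called with DESeq2, with at least 10 counts in every library, with a 2-fold minimum and with library totals. Under control conditions, AT2G40955, called higher by the paper, had an adjusted p of 0.0550 and was called with DESeq2, with edgeR's likelihood ratio and exact tests, without a filter, with a replicate block and with an unadjusted p. AT1G16140, called lower by the paper, had an adjusted p of 0.0693 and was called with DESeq2, with edgeR's likelihood ratio and exact tests and with an unadjusted p. Each of these genes was also called in 1 to 6 of the fits that left out a library.

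The paper places the RAF8 insertion at a coding position and a codon that do not coincide in the reference coding sequence, where that position lies in codon 609 and the predicted site of guide 5 lies in codon 449.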

Other observations

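The tests of mixed reads and of the overlap between lists were chosen only after the result was seen.

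The first principal component held 78.3% of the variance and separated the ABA from the control libraries. Wild-type control replicate 3 lay at -48.1 on it, against -69.6 and -75.5 for replicates 1 and 2, a shift of 13.1% of the distance to the ABA libraries. The data went against reads of an ABA library mixed into replicate 3, since the 50 most strongly induced genes allow at most 0.641% of such reads, close to the 0.460% and 0.556% in replicates 1 and 2, and mixing in that share gave a shift of 4.15%. No biological explanation was tested.

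Of the 73 genes higher in OK100-oct under control conditions, 24 were repressed by ABA in the wild type, against 5.23 expected among the tested genes (two-sided Fisher's exact test, p = 1.061e-10), and 8 were induced, against 5.24 expected (p = 0.249 in the same test). Of the 29 lower genes, 10 were induced by ABA in the wild type, against 2.08 expected (p = 2.00e-05, Fisher's exact test). The wild-type control libraries enter both lists. When the ABA change was taken from wild-type control replicates not used for the other list, the overlap stayed at least 3.37 times the expected number, which went against noise shared by both comparisons as the cause. Lower basal ABA signaling would give a negative correlation across genes between the control difference and the ABA change however the replicates were parted, and the Spearman correlations were -0.295, -0.377 and -0.0272. The last went against this explanation as the test was set, but it comes from the parting that takes the ABA change from wild-type control replicate 3, the library shifted toward the ABA libraries, so lower basal ABA signaling is not excluded. Genes are not independent replicates. With a filter of at least 10 counts in every library, which also removes genes that ABA turns down, the overlap was 2 of the 15 higher genes left, so that filter does not test the overlap.

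All 9 PP2C genes examined (ABI1, ABI2, HAB1, HAB2, AHG1, PP2CA, HAI1, HAI2 and HAI3) were higher with ABA in the wild type at an FDR < 0.05 under TMM, RLE and library-total scaling, with a median log2 fold change of 4.88 against 3.73 in OK100-oct, and 7 had a smaller change by the interaction. Of the 14 PYL genes, 10 were tested, and 2 were higher and 7 lower with ABA in the wild type under each of these scalings, with a median of -2.02 against -1.03 in OK100-oct, and 3 had a smaller change by the interaction.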
